# Systematic Mapping of Protein Interactions Underlying IL‑2 Secretion in Human T Cells

**DOI:** 10.1021/acs.analchem.5c05602

**Published:** 2026-06-11

**Authors:** Seunghyeon Shin, Frances Rocamora, Nathan E. Lewis

## Abstract

Protein secretion is crucial in maintaining immune homeostasis, yet the molecular interactions governing this process remain incompletely understood. While transcriptional and post-transcriptional regulation of protein expression is well characterized, the subcellular interactions between secreted proteins and trafficking machinery are less explored. To address this, we systematically mapped protein–protein interactions (PPIs) involved in the secretion of interleukin-2 (IL-2) from human T cells using proximity-based labeling coupled with mass spectrometry. Our analysis revealed significant enrichment of proteins associated with conventional secretory pathways, including ER-to-Golgi transport, protein folding, and vesicle-mediated trafficking. Functional validation demonstrated that several of these proteins are critical for efficient IL-2 secretion, underscoring their participation in cytokine secretion. In addition, time-resolved profiling of PPIs and transcriptomic changes following T-cell stimulation revealed dynamic remodeling of the cytokine secretion machinery, reflecting multilayered regulation at both the protein and gene expression levels. These findings offer a systems-level understanding of IL-2 secretion and identify new molecular components that can be targeted to modulate immune responses. This work provides a framework for dissecting complex secretory processes and has broad implications for therapeutic strategies in immune-related diseases.

## Introduction

Protein secretion is a fundamental process in eukaryotic cells, coordinated by a wide array of secretory machinery proteins distributed across the endoplasmic reticulum (ER), Golgi apparatus, secretory vesicles, endosomes, and the plasma membrane.[Bibr ref1] Most secreted proteins are synthesized with a signal peptide that directs them into the ER–Golgi pathway, also known as the conventional secretory pathway, while some leaderless proteins are secreted via alternative routes that bypass the ER–Golgi complex. [Bibr ref2],[Bibr ref3] Proteomic analyses have successfully identified numerous endogenous proteins localized within key secretory compartments, including the rough ER, smooth ER, and Golgi apparatus.[Bibr ref4] Additionally, genome-wide RNAi screens have uncovered sets of genes whose knockdown impairs the secretion of reporter molecules in both Drosophila and human cells, further elucidating the molecular components of the secretory pathway. [Bibr ref5],[Bibr ref6] To systematically study protein secretion, genome-scale models of the secretory pathway have been constructed in various cell types, such as yeast, mouse, Chinese hamster ovary, and human cells, integrating data from genomics, transcriptomics, and proteomics. [Bibr ref7]−[Bibr ref8] [Bibr ref9] These reconstructed models have enabled the estimation of bioenergetic costs associated with protein secretion and the prediction of target protein productivity, thereby contributing to the optimization of recombinant protein production systems. [Bibr ref10],[Bibr ref11] Recent advances in reconstructing the mammalian secretory pathway have enabled systems-level analyses that facilitate the integration of multiomics data sets and single-cell transcriptomic data.[Bibr ref12]

Proximity-based labeling combined with mass spectrometry (MS) is a robust and versatile approach for identifying protein–protein interactions (PPIs), including transient and weak interactions that are often missed by conventional methods.[Bibr ref13] This technique leverages engineered enzymes, derived from either peroxidases or biotin ligases, to label endogenous proteins in the immediate vicinity of a target protein. In peroxidase-mediated labeling systems, such as horseradish peroxidase (HRP) and APEX, reactive radicals are generated upon enzyme activation, enabling covalent tagging of neighboring proteins within a defined spatial range. [Bibr ref14],[Bibr ref15] In contrast, biotin ligase-mediated methods, including BioID and TurboID, utilize a ligase fused to the protein of interest to biotinylate nearby endogenous proteins. [Bibr ref16],[Bibr ref17] Each approach offers distinct advantages and limitations. Peroxidase-based methods provide high labeling activity and superior temporal resolution but are often limited to specific cellular compartments and have restricted applicability in vivo systems due to their dependence on oxidative conditions.[Bibr ref18] On the other hand, biotin ligase-based methods are well-suited for in vivo applications because of their low toxicity, although they typically exhibit lower catalytic efficiency and reduced temporal resolution.[Bibr ref18] The temporal resolution of proximity labeling varies depending on the enzyme used, ranging from minutes to hours, thereby offering either real-time snapshots or cumulative histories of PPIs.[Bibr ref19] By employing short labeling times and targeting engineered enzymes to specific subcellular compartments, both spatial and temporal dynamics of PPIs can be resolved across different time points.[Bibr ref20]

Cytokines are small, secreted proteins that are critical in mediating cell-to-cell communication within the immune system, forming a complex and dynamic network among various immune cell types.[Bibr ref21] Over a hundred cytokines have been identified in the human immune system, and their expression is tightly regulated by the coordinated action of multiple transcription factors.[Bibr ref22] While the transcriptional and post-transcriptional regulation of cytokines has been extensively studied, the post-translational regulation, particularly the mechanisms underlying their secretion, remains poorly understood. [Bibr ref23]−[Bibr ref24] [Bibr ref25] [Bibr ref26] Cytokines can be secreted through both canonical and noncanonical pathways, with the former involving trafficking through the ER–Golgi complex and the latter utilizing alternative secretory compartments.[Bibr ref27] Cytokines that contain signal peptides and glycosylation sites are typically directed into the ER–Golgi pathway, whereas those lacking signal peptides are secreted via unconventional routes.[Bibr ref28] Several families of trafficking machinery proteins, including soluble *N*-ethylmaleimide-sensitive factor attachment protein receptor (SNARE) proteins, Rho and Rab GTPases, and Golgins are involved in mediating cytokine secretion. [Bibr ref28]−[Bibr ref29] [Bibr ref30] However, the study of cytokine secretion mechanisms has largely relied on prior knowledge and has often focused on individual components of the secretory machinery. With the advent of high-throughput techniques such as proximity-based labeling, it is now possible to systematically map the PPIs of specific target proteins within cells, providing a more comprehensive understanding of the cellular machinery involved in cytokine secretion.

Interleukin-2 (IL-2) is a key regulator of T-cell-mediated immune responses. Its gene expression is tightly controlled by a network of transcription factors, including AP-1, NFAT, and NF-κB, which are activated downstream of T-cell receptor/CD3 and CD28 costimulatory signaling pathways. [Bibr ref31],[Bibr ref32] IL-2 exerts its effects by binding to the IL-2 receptor (IL-2R), which exists in three configurations: the low-affinity IL-2Rα monomer, the intermediate-affinity IL-2Rβ/γ heterodimer, and the high-affinity IL-2Rα/β/γ heterotrimer.[Bibr ref33] While IL-2Rβ and IL-2Rγ are constitutively expressed in T cells, the expression of IL-2Rα is inducible upon TCR-mediated stimulation.[Bibr ref34] IL-2 signaling triggers a wide range of immune responses across multiple cell types, including CD4+ and CD8+ T cells, regulatory T (Treg) cells, B cells, and natural killer cells.[Bibr ref35] Depending on its concentration and context, IL-2 can promote the expansion and activation of either effector T cells (at transient high levels) or Treg cells (at chronic low levels).[Bibr ref36] Due to its pleiotropic effects on various immune cells expressing different IL-2 receptor forms, IL-2 has become a therapeutic target for both cancer and autoimmune diseases.[Bibr ref37] It is also one of the few cytokines approved by the FDA for cancer immunotherapy, used to treat conditions such as renal carcinoma and metastatic melanoma.[Bibr ref38] However, despite its therapeutic potential, the clinical use of IL-2 has been limited by its high toxicity and broad activity, which have prompted the development of engineered IL-2-based therapies, including IL-2 muteins, mimetics, PEGylated IL-2, IL-2/antibody complexes, and IL-2 fusion proteins, to enhance specificity and reduce side effects.[Bibr ref39] In this context, a detailed understanding of the PPIs involved in IL-2 secretion may offer valuable insights into the mechanisms governing cytokine trafficking and identify novel targets for engineering IL-2 variants that better balance immune stimulation and suppression.

In this study, we employed a proximity-based labeling approach to identify PPIs involved in the secretion of IL-2 from human immune cells. Analysis of the biotinylated proteins in close proximity to IL-2 revealed strong enrichment in components of the conventional secretory pathway, particularly within the ER and Golgi apparatus. Functional perturbation of genes corresponding to these enriched PPIs led to a marked decrease in IL-2 secretion, confirming their participation in its secretion. In addition, time-resolved PPI profiling following T-cell stimulation indicated that many proteins are recurrently engaged in IL-2 secretion across multiple time points. Finally, transcriptomic analyses highlighted the multilayered regulatory mechanisms underlying IL-2 production and secretion, reflecting the dynamic and tightly controlled nature of the cytokine expression in the human immune system.

## Experimental Section

### Cell Culture

Jurkat T cells (clone E6–1, ATCC) were cultured in RPMI 1640 (ATCC) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific) and penicillin–streptomycin (Thermo Fisher Scientific). Cells were passed every 2 to 3 days and seeded at a cell density of 0.3 to 0.5 × 10^6^ cells/mL.

### Cell Stimulation

Jurkat T cells were stimulated using the culture medium supplemented with PMA (Sigma-Aldrich), ionomycin (Thermo Fisher Scientific), PHA (Sigma-Aldrich), and ImmunoCult Human CD3/CD28 T Cell Activator (STEMCELL Technologies). The stocks of PMA and ionomycin were diluted with DMSO, and the stock of PHA was diluted with distilled water, aliquoted, and stored at −20 °C.

### Western Blot

Cells were washed with PBS twice and lysed using RIPA lysis buffer (Thermo Fisher Scientific) supplemented with protease inhibitor cocktail (Sigma-Aldrich) according to the manufacturer’s instructions. Protein concentrations were measured using a BCA protein assay kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Samples were boiled with a sample buffer (Bio-Rad) and beta-mercaptoethanol (Bio-Rad) at 95 °C, 5 min. Samples were loaded in precast gels, run, and transferred to nitrocellulose membranes using the Trans-Blot Turbo system (Bio-Rad) according to the manufacturer’s instructions. The membranes were blocked in a blocking buffer (LICORbio) for 1 h. Primary and secondary antibodies were diluted in an antibody diluent (LICORbio) and incubated with membranes, followed by washing in 0.1% TBST. For the visualization of proteins, SuperSignal West Femto Substrate (Thermo Fisher Scientific) was used, and images were analyzed using the G:BOX Chemi XRQ gel doc system (Syngene). For staining of biotinylated proteins, 5 μg of protein was loaded and transferred into nitrocellulose membranes as previously described. The membranes were blocked in 3% BSA with 0.1% TBST for 1 h. Streptavidin–HRP (Cell Signaling Technology), diluted in blocking solution at 1:2000, was incubated with membranes, followed by washing in 0.1% TBST.

### Proximity-Based Labeling

Biotinylation by the antibody-guided recognition (BAR) method was used to label endogenous proteins in proximity with IL-2 proteins.[Bibr ref40] Stimulated or nonstimulated Jurkat T cells were harvested, and cells were washed with 0.1% PBST, fixed with 4% PFA (Thermo Fisher Scientific), and permeabilized with 0.4% PBST. Endogenous HRP activity was blocked by treating 0.4% H_2_O_2_ (Thermo Fisher Scientific) for 10 min, and cells were blocked with a blocking buffer, which is 5% goat serum (Gibco) with 1% BSA in 0.1% PBST, for 1 h. The primary antibody targeting IL-2 (ABclonal) was diluted in a blocking buffer at 1:500 and incubated with samples overnight at 4 °C. The secondary antibody conjugated with HRP (Abcam) was diluted in a blocking buffer at 1:1000 and incubated with samples for 1 h. Cells were incubated with biotin-tyramide (Akoya Biosciences) and an amplification diluent (Akoya Biosciences), followed by termination of the reaction with 0.5 M Na ascorbate (Thermo Fisher Scientific). Samples were boiled with SDS (Thermo Fisher Scientific) and sodium deoxycholate (Thermo Fisher Scientific) at 99 °C for 1 h.

### Fluorescence Microscopy

The colocalization of biotinylated proteins and IL-2 proteins was observed using Leica SP8 Confocal with Lightning Deconvolution (Leica Microsystems). Streptavidin-DyLight 594 (Thermo Fisher Scientific) and goat antirabbit DyLight 650 (Abcam) were diluted in blocking buffer, which is 5% goat serum (Gibco) with 1% BSA, at 1:1000 and 1:250, respectively, and incubated with biotinylated samples from BAR experiments for 30 min. After being washed three times with 0.1% PBST, cells were resuspended with mounting media (Vector Laboratories) and mounted on the slide.

### Affinity Purification

Affinity purification was performed on the Bravo AssayMap platform (Agilent) by using AssayMap streptavidin cartridges (Agilent). The cartridges were initially primed with 50 mM ammonium bicarbonate, followed by the slow loading of protein samples onto the streptavidin matrix. To eliminate background contaminants, the cartridges were washed with 8 M urea in 50 mM ammonium bicarbonate. Subsequently, they were rinsed with Rapid Digestion Buffer (Promega), and on-cartridge digestion was carried out using MS-grade Trypsin/Lys-C Rapid Digestion Enzyme (Promega) at 70 °C for 1 h. The resulting peptides were desalted on the Bravo platform by using AssayMap C18 cartridges and dried in a SpeedVac concentrator.

### MS Analysis

Prior to LC–MS/MS analysis, dried biotin-enriched peptides were reconstituted in 2% acetonitrile (ACN) and 0.1% formic acid (FA), and their concentrations were determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Peptide samples were analyzed using a Proxeon EASY-nanoLC system (Thermo Fisher Scientific) coupled to an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific). Separation was performed on a C18 Aurora analytical column (75 μm × 250 mm, 1.6 μm particle size; IonOpticks) at a flow rate of 300 nL/min, using a 75 min gradient as follows: 2–6% buffer B in 1 min, 6–23% B over 45 min, 23–34% B over 28 min, and 34–48% B in 1 min (buffer A: 0.1% FA; buffer B: 80% ACN with 0.1% FA). The mass spectrometer operated in positive ion data-dependent acquisition mode. MS1 spectra were acquired in the Orbitrap over a mass-to-charge (*m*/*z*) range of 375–1500 at a resolution of 60,000, with an automatic gain control (AGC) target of 4 × 10^5^ and a maximum injection time of 50 ms. The instrument was set to top-speed mode with a 1 s cycle time for MS1 and MS/MS scans. The most intense precursors (charge states +2 to +7) were selected for fragmentation using higher-energy collisional dissociation at 30% normalized collision energy, with precursor isolation performed in the quadrupole using a 0.7 *m*/*z* window. MS/MS spectra were acquired in the ion trap in rapid scan mode with an AGC target of 1 × 10^4^ and a maximum injection time of 35 ms. Dynamic exclusion was enabled for 20 s with a 10 ppm mass tolerance around the precursor *m*/*z*.

### MS Data Analysis

All mass spectra were analyzed using MaxQuant software (version 1.6.11.0).[Bibr ref41] MS/MS spectra were searched against the *Homo sapiens* UniProt protein database (downloaded in July 2023) supplemented with GPM cRAP sequences, which represent common protein contaminants. The precursor mass tolerance was set to 20 ppm for the initial search (used for mass recalibration) and 4.5 ppm for the main search. Product ions were searched with a mass tolerance of 0.5 Da. The maximum precursor-ion charge state considered was 7. Trypsin was specified as the digestion enzyme with specific cleavage rules, allowing for up to two missed cleavages. A target-decoy approach was used to control the false discovery rate, which was set to 1%. Differential analysis of biotinylated proteins between samples was conducted in Perseus software[Bibr ref42] based on label-free quantification (LFQ) intensity values.

### siRNA-Mediated Knockdown

Transfection of Jurkat T cells was performed using Amaxa Nucleofector II (Lonza) and Cell Line Nucleofector V kit (Lonza). Silencer Select siRNAs (Thermo Fisher Scientific) for each target gene were transfected into cells using the X-005 program, according to the manufacturer’s instructions. Cells were washed twice with PBS, and 5 × 10^6^ cells per cuvette were subjected to nucleofection with 500 nM siRNA.

### qPCR Analysis

Total RNA was extracted using the RNeasy Plus Mini Kit (Qiagen), according to the manufacturer’s instructions. RNA concentrations were measured using Nanodrop (Thermo Fisher Scientific), and cDNA was synthesized from 1 μg of total RNA using SuperScript II Reverse Transcriptase (Thermo Fisher Scientific), according to the manufacturer’s instructions. RT-qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) and CFX96 Real-Time System (Bio-Rad) with the following amplification program: 95 °C for 30 s, 40×: 95 °C for 5 s, 60 °C for 1 min. The relative expression of mRNA was measured using the ΔΔCt method and normalized with human ACTB gene expression.

### RNA Sequencing and Data Analysis

Total RNA quality was evaluated using the Agilent TapeStation 4200, and only samples with an RNA Integrity Number above 8.0 were selected for library preparation. RNA-seq libraries were generated using the Illumina Stranded mRNA Prep kit (Illumina), following the manufacturer’s protocol. Prepared libraries were multiplexed and sequenced on an Illumina NovaSeq X Plus platform using 150 bp-end (PE150) reads, targeting a sequencing depth of approximately 25 million reads per sample. Demultiplexing was performed with Illumina’s bcl2fastq Conversion Software (Illumina). Raw sequencing reads in FASTQ format were first assessed for quality using FastQC,[Bibr ref43] followed by adapter and barcode trimming using TrimGalore.[Bibr ref44] Transcript quantification was performed by pseudoalignment with Kallisto,[Bibr ref45] enabling fast and accurate transcript-level abundance estimation from the processed reads.

### Enzyme-Linked Immunosorbent Assay

Human IL-2 DuoSet enzyme-linked immunosorbent assay (ELISA) kit (R&D Systems) was used to measure the secreted IL-2 proteins when cells were stimulated, according to the manufacturer’s instructions. At each time point of poststimulation, samples were prepared by the centrifugation of cell culture media, and the supernatant was stored at −80 °C for ELISA.

### Statistical Analysis

All statistical analyses were conducted using GraphPad Prism (version 10.4.1), unless specified otherwise. For comparisons between two independent groups, statistical significance was evaluated using an unpaired, two-tailed Student’s *t* test. For comparisons involving more than two groups, one-way analysis of variance, followed by Tukey’s post hoc test was applied. Data are reported as mean ± standard deviation, unless otherwise noted. A *p*-value of less than 0.05 was considered statistically significant.

## Results

### BAR Labels Proteins that Colocalize with IL-2 in Stimulated T Cells

To identify the PPIs during IL-2 secretion, the BAR method, which is a proximity-based labeling method using antibody-guided biotinylation, was used in the Jurkat T cells. The BAR method exploits biotinylation mediated by antibody-conjugated HRP that can bind to target proteins, resulting in the biotinylation of endogenous proteins in proximity with target proteins.[Bibr ref40] Then, biotinylated proteins are captured and identified by MS analysis, providing interactome data on target proteins. The concentration of secreted IL-2 was measured using ELISA when Jurkat T cells were stimulated, and the IL-2 secretion level was saturated after 24 h from stimulation (Figure S1). Intracellular IL-2 was monitored to determine the time point for PPI detection, showing the increase of IL-2 until the 6 h of stimulation and then slowly decreasing (Figure S1). For the validation of the BAR method, the distribution patterns of IL-2 and biotinylated proteins were observed by using fluorescence microscopy. Intracellular IL-2 and biotinylated proteins were observed only in stimulated cells, and these proteins were highly colocalized in specific cellular compartments, indicating the selective biotinylation induced by IL-2 recognition (Figure [Fig fig1]a). IL-2 proteins are secreted from T cells into the immunological synapse through the secretory compartments after the stimulation by the engagement with antigen-presenting cells.[Bibr ref46] Here, IL-2 proteins also exhibited a certain directionality of secretion unlike other recombinant proteins.[Bibr ref47] Finally, biotinylation of endogenous proteins was assessed by streptavidin blotting, and the sample with 6 h of stimulation that was incubated with biotin reagent showed a significant increase in biotinylation compared to control (Figure [Fig fig1]b).

**1 fig1:**
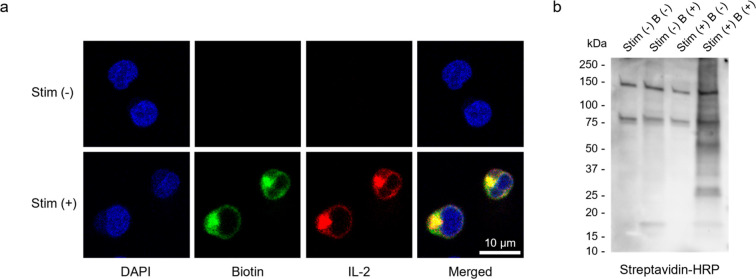
BAR biotinylated proteins in proximity to IL-2 in human T cells. (a) Colocalization of IL-2 with biotinylated proteins labeled using the HRP-mediated proximity labeling method. Intracellular biotinylated proteins were visualized with streptavidin-DyLight 594 (green), and IL-2 was stained with DyLight 650 (red). (b) Detection of endogenous protein biotinylation by streptavidin blotting. Biotinylation profiles were assessed in stimulated (Stim+) and nonstimulated (Stim−) samples, in the presence (B+) or absence (B−) of biotin reagent.

### Identification of IL-2 PPIs Using the BAR Method

Given that the level of intracellular IL-2 proteins is highest after 6 h of stimulation, we collected the MS samples at this time point in triplicate, in parallel with the control sample without stimulation (Figure [Fig fig2]a). Cells were fixed, permeabilized, blocked, and treated with antibodies that bind to IL-2. HRP conjugated with secondary antibodies mediated chemical conversion of biotin tyramide into highly reactive radicals that attached to the endogenous proteins in proximity to IL-2. Biotinylated proteins were captured using streptavidin cartridges, and peptides were obtained from on-cartridge digestion and subjected to LC–MS/MS analysis (Figure [Fig fig2]a). First, several endogenous proteins that are known to be natively biotinylated were detected in both control and IL-2 secretion samples, including acetyl-CoA carboxylase 1 and 2 (ACACA and ACACB), methylcrotonoyl-CoA carboxylase alpha and beta (MCCC1 and MCCC2), propionyl-CoA carboxylase alpha and beta (PCCA and PCCB), and pyruvate carboxylase. The differences of biotinylated proteins between control and IL-2 secretion samples were analyzed using Perseus[Bibr ref42] based on the LFQ intensity value of each sample. After the imputation of MS data by replacing missing values from a normal distribution, a total of 366 proteins were enriched in IL-2 secretion samples, compared to the control samples (*p*-value < 0.01 and Log_2_(Fold Change) > 1), including proteins related to protein transport from ER to Golgi and protein folding (Figure [Fig fig2]b).

**2 fig2:**
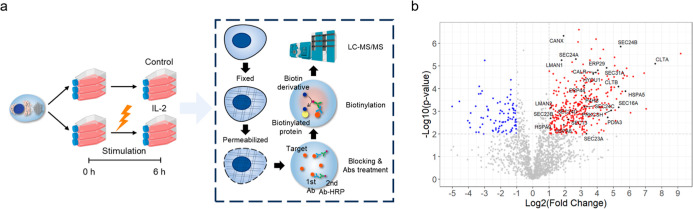
Profiling of enriched PPIs putatively involved in IL-2 secretion. (a) Schematic overview of the sample preparation workflow for MS following biotin labeling. Created with BioRender.com. (b) Volcano plot of IL-2-interacting proteins. Proteins significantly enriched (*p*-value < 0.01 and Log_2_(Fold Change) > 1) upon IL-2 secretion stimulation are shown in red, while depleted proteins (decreased biotinylation in stimulated Jurkat T cells) are shown in blue. Proteins associated with ER-to-Golgi transport and protein folding are annotated.

### Analysis of Enriched Secretory Pathways

Gene Ontology (GO) annotation analysis using a total of 366 proteins, which were detected in IL-2 secretion samples, revealed that several biological processes were significantly enriched, including protein transport, cytoskeleton organization, multivesicular body assembly, and stress granule assembly (Figure [Fig fig3]a). Vesicle-mediated transport was also significantly enriched, such as the COPII-coated vesicle, suggesting the directionality of secretion from the ER to Golgi. GO terms of cellular components were enriched in secretory pathways, including the ER, Golgi, plasma membrane, cytoskeleton, and exosome (Figure [Fig fig3]a). Enriched secretory pathways are highly related to the canonical secretory pathway, which is exploited by IL-2 secretion, passing through the ER and Golgi complex to the plasma membrane.[Bibr ref27] To enrich the secretory machinery genes governing IL-2 secretion, we filtered out genes not related to the secretory pathway, based on a list of secretory pathway proteins previously reported (*n* = 575) in human cells.[Bibr ref9] This filtering step was applied to reduce the background from proteins commonly detected in proximity-labeling experiments and to prioritize candidates with established relevance to secretion. However, we acknowledge that excluded proteins may still represent biologically relevant interactions. As a result, a total of 47 proteins were obtained and subjected to PPI network analysis using the STRING database.[Bibr ref48] The physical subnetwork of PPIs was highly enriched (PPI enrichment *p*-value < 1.0 × 10^–16^), indicating that secretory machinery proteins biotinylated by the BAR method are localized in proximity with each other, contributing to the IL-2 secretion (Figure [Fig fig3]b). Then, the Markov clustering (MCL) algorithm (inflation parameter: 1.7) was used to identify the function of each protein complex, including protein folding, COPII-coated vesicle cargo loading, SNARE interactions in vesicular transport, COPI-mediated anterograde transport, clathrin coat of trans-Golgi network vesicle, and the ubiquitin-dependent ER-associated protein degradation (ERAD) pathway (Figure [Fig fig3]b).

**3 fig3:**
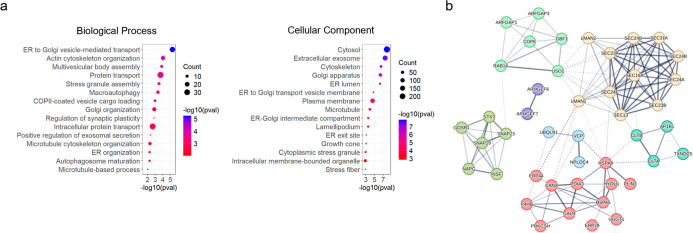
Enriched biological pathways of IL-2-interacting proteins. (a) GO analysis of enriched PPIs categorized by biological process and cellular component. All proteins detected using the BAR method (*n* = 1895) were used as the background set, and the top 15 GO terms were ranked by *p*-value. (b) Physical interaction subnetwork of biotinylated proteins generated using the STRING database. Among 366 biotinylated proteins, 47 were identified by filtering against a previously curated human secretory pathway database (*n* = 575). A total of 44 proteins were clustered using the MCL algorithm (inflation parameter = 1.7) as implemented in STRING.

### Validation of Target Genes Using siRNA-Mediated Gene Knockdown

To evaluate the effects of identified genes on IL-2 secretion, we used siRNA to decrease the expression of each gene (Figure [Fig fig4]a). First, cells were seeded separately for transfection 24 h in advance, and then siRNA targeting each gene was treated to decrease the mRNA expression of target genes in cells. The level of mRNA expression was measured after 48 h of incubation, which is the time point exhibiting higher siRNA efficiency (Figure S2). Cells were stimulated to secrete IL-2 after an additional 48 h of incubation, a time frame chosen to minimize contributions from previously expressed proteins, consistent with the reported protein half-lives in mammalian cells. [Bibr ref49],[Bibr ref50] Finally, ELISA samples were prepared after 24 h of stimulation to assess the effect of gene knockdown. We tested the effect of gene knockdown on IL-2 secretion using a total of 42 genes from 6 clusters compared to the nontargeting siRNA (Figure [Fig fig4]b). In cluster 1, several proteins related to unfolded protein binding and protein disulfide isomerase activity exhibited a significant reduction of IL-2, such as CALR, CANX, ERP29, ERP44, HSPA5, HSPA8, HYOU1, P4HB, PDIA3, and UGGT1 (Figure [Fig fig4]c). In cluster 2, both LMAN1 and LMAN2 (lectins that bind to glycoproteins to mediate trafficking) showed significant reduction, and two members of the SEC24 protein family, SEC24A and SEC24D, showed increased IL-2 concentration (Figure [Fig fig4]d). In cluster 3, among the six proteins involved in membrane fusion, three proteins, GOSR1, NAPG, and NSF, which participate in intragolgi vesicle-mediated transport, decreased IL-2 secretion (Figure [Fig fig4]e). In cluster 4, two proteins involved in COPI-coated vesicle budding, COPE and GBF1, increased the concentration of secreted IL-2, while USO1, which is essential for vesicle tethering, decreased IL-2 levels (Figure [Fig fig4]f). In cluster 5, both clathrin light chain proteins, CLTA and CLTB, showed reduced IL-2 secretion (Figure [Fig fig4]g). In cluster 6, NPLOC4 and VCP, which form ternary complexes with UFD1 and play an important role in ubiquitin-mediated protein degradation, exhibited a decreased level of IL-2 secretion (Figure [Fig fig4]h). Overall, 24 out of 42 genes showed significant changes in IL-2 secretion from T cells, and most of them decreased the IL-2 secretion, and only 4 genes (SEC24A, SEC24D, COPE, and GBF1) increased the IL-2 secretion. Notably, genes related to protein folding exhibited a higher reduction in IL-2 secretion, highlighting the major role of molecular chaperones in cytokine secretion (Figure [Fig fig4]c). Among the genes within the protein-folding cluster, HSPA8 knockdown resulted in the most significant reduction in IL-2 secretion. Upon stimulation, HSPA8 colocalized with IL-2 (Figure S3), indicating spatial proximity during IL-2 secretion.

**4 fig4:**
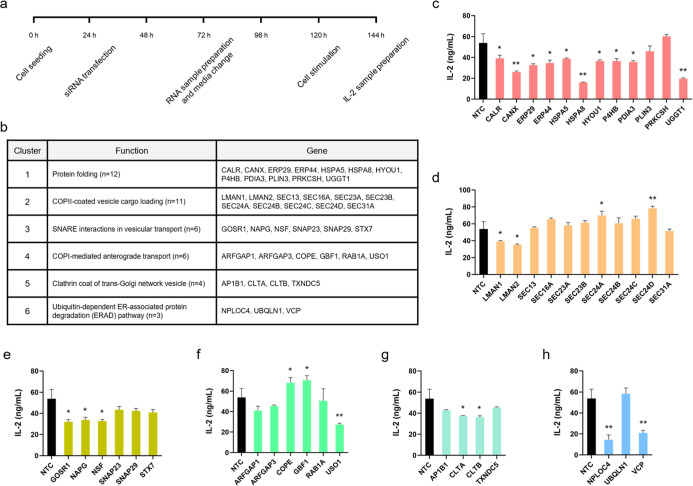
Effects of gene knockdown on IL-2 secretion. (a) Overview of the siRNA-mediated gene knockdown workflow. (b) Gene lists from each cluster associated with secretory pathways and significantly enriched in IL-2 interactions. (c–h) Effects of individual gene knockdown on IL-2 secretion compared to nontargeting siRNA control (NTC) for clusters 1 (c), 2 (d), 3 (e), 4 (f), 5 (g), and 6 (h). Statistical significance was defined as *p* < 0.05 (*) and *p* < 0.01 (**).

### Temporal Analysis of PPIs during IL-2 Secretion

To understand time-dependent changes of PPIs after T-cell stimulation, the BAR method was performed in four samples, including control without stimulation (T0), 4 h (T1), 6 h (T2), and 8 h (T3) after stimulation (Figure [Fig fig5]a). Different time points were selected based on the intracellular IL-2 protein expression (Figure S1). Assessment of similarity and variability of PPIs between samples showed separation between control and stimulated samples, and T1 (early phase) exhibited higher clustering compared to T2 (middle phase) and T3 (late phase), which are very similar to each other in the PCA plot and heatmap analysis (Figure S4). Among the enriched PPIs in each sample, 56 PPIs were consistently enriched at all three points, 40 and 32 PPIs were only enriched at T2 or T3, respectively (*p*-value < 0.01 and Log_2_(Fold Change) > 1) (Figure [Fig fig5]b). Notably, 56 proteins exhibit a highly significant PPI enrichment *p*-value (< 1.0 × 10^–16^) and enriched biological processes, including protein transport and folding (Figure S5). Additionally, 40 and 32 proteins, detected exclusively at T2 or T3, respectively, show lower enrichment *p*-values compared to proteins consistently enriched across all time points (Figure S5). This suggests that protein interactions related to IL-2 transport and folding remain consistent throughout the early, middle, and late phases of secretion. To investigate the nonsecretory pathway interactions, we filtered out genes related to the secretory pathway database[Bibr ref9] from the list of genes showing consistent interactions at all time points, resulting in 45 genes (Figure [Fig fig5]c). Enriched proteins are mainly observed in other cellular compartments, such as extracellular exosome and early endosome, and a total of 15 proteins (PTPN1, TFRC, HDLBP, PEBP1, ANXA11, ZC3HAV1, CORO1A, TUFM, ATXN2L, CSDE1, CAPRIN1, GOLGB1, STRAP, UBAP2L, EIF4B) have molecular function as RNA-binding proteins (Figure [Fig fig5]c). Among the RNA-binding proteins, 5 proteins (ANXA11, ATXN2L, CAPRIN1, CSDE1, and UBAP2L) are involved in stress granule assembly. [Bibr ref51]−[Bibr ref52] [Bibr ref53] [Bibr ref54] [Bibr ref55] Cytokine production is regulated in a post-transcriptional manner by RNA-binding proteins and the formation of stress granules because of adenine- and uridine-rich elements in cytokine mRNA. [Bibr ref56],[Bibr ref57] Therefore, we decided to focus on the effects of RNA-binding proteins on IL-2 secretion when their expression is inhibited. To assess the effects of RNA-binding proteins on IL-2 secretion, cells were seeded and treated with siRNA for each target gene, followed by cell stimulation. After stimulation, samples were prepared at 8 and 24 h, which are the exponential and saturated phases for IL-2 secretion, respectively (Figure S1). As a result, the knockdown of ANXA11, ATXN2L, and GOLGB1 genes showed reduced IL-2 secretion at 8 h after stimulation, and the knockdown of ANXA11, ATXN2L, and UBAP2L genes showed reduced IL-2 secretion at 24 h after stimulation (Figure [Fig fig5]d).

**5 fig5:**
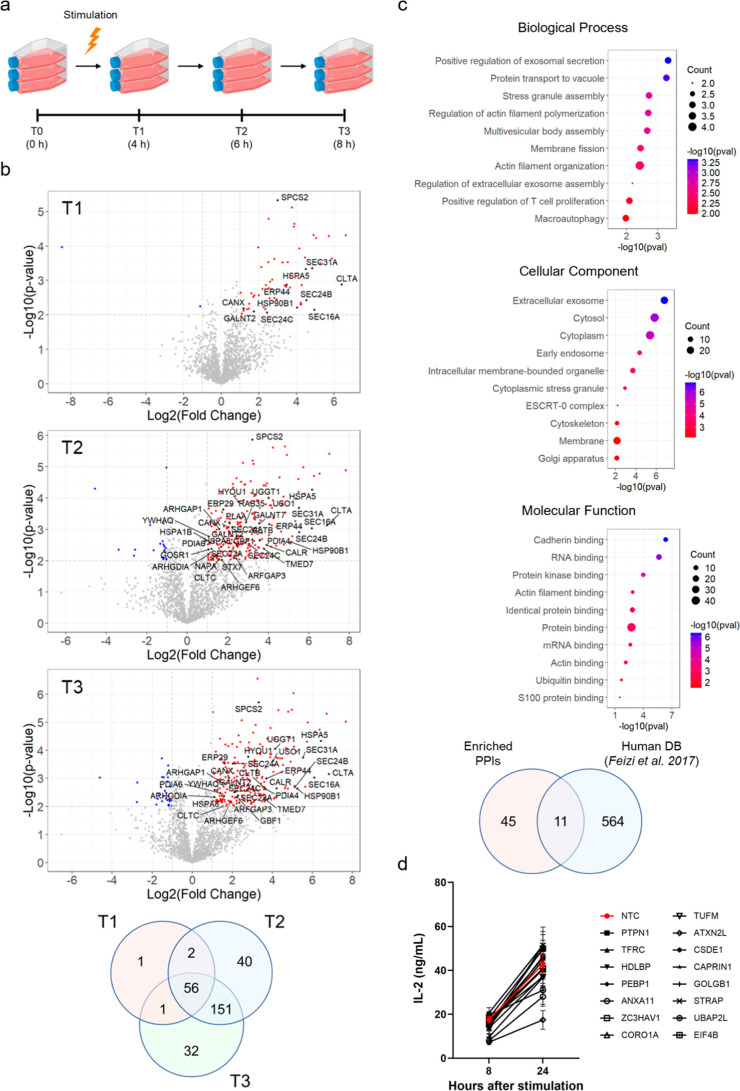
Time-resolved analysis of enriched PPIs. (a) Schematic overview of the sample preparation workflow. (b) Enrichment of IL-2-interacting proteins at each time point (T1, T2, and T3) compared to the control (T0). Proteins significantly enriched (*p*-value < 0.01 and Log_2_(Fold Change) > 1) are shown in red; depleted proteins are shown in blue. Proteins annotated in the human secretory pathway database (*n* = 575) are labeled. (c) GO analysis of 45 proteins consistently enriched at all three time points (T1, T2, and T3) and not associated with the human secretory pathway. (d) Effects of siRNA-mediated knockdown of RNA-binding proteins enriched at all three time points (T1, T2, and T3) on IL-2 secretion at 8 or 24 h after stimulation. NTC, nontargeting siRNA control.

### Multilayered Regulation of IL-2 Secretion

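RNA was sequenced from Jurkat cells, an established human T cell line that secretes IL-2 when stimulated. Cells without stimulation (T0) were compared with cells 4 h (T1), 6 h (T2) and 8 h (T3) after stimulation, with 3 replicates per time point and 12 libraries in all. No unstimulated cells were sequenced at 4, 6 or 8 h, so changes against T0 do not separate stimulation from time in culture. The paper's text does not say whether T0 cells received the DMSO of the stocks. The authors trimmed the reads and estimated counts per transcript with Kallisto, and deposited for each library the estimated count and the TPM of the same 185367 RefSeq transcripts. Kallisto divides a read that fits several transcripts among them, so the estimated counts need not be whole numbers. The libraries held between 25005063 and 30688172 estimated counts at T0 (median 27441642), between 23675575 and 26313067 at T1 (median 23887467), between 21927773 and 28968660 at T2 (median 25108120) and between 22396083 and 28000898 at T3 (median 24637017). These totals count read pairs assigned to transcripts, whereas the paper's depth, about 25 M reads per sample, is a target for the sequenced reads. The values here use the totals in the files. Estimated counts were summed over the transcripts of each gene, rounded, and normalized with edgeR's TMM method, and 18371 genes with sufficient counts were tested. A single edgeR quasi-likelihood model was fitted to all 12 libraries, so every comparison shares the same estimate of the spread. The comparisons against T0 also share the T0 libraries. Replicates of a time point correlated with Pearson's r between 0.9914 and 0.994 across genes, and every pair differed by more than the sampling noise. Choices that could change the numbers are the filter on low counts, the normalization, the size of change required, and whether genes or transcripts are tested.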

Cytokine secretion is temporally and spatially regulated by the expression of multiple genes when immune cells are stimulated.[Bibr ref58] To understand this process systematically, RNA sequencing was conducted in four samples, including control without stimulation (T0), 4 h (T1), 6 h (T2), and 8 h (T3) after stimulation, consistent with PPI measurements (Figure [Fig fig5]a). Similar to the proteomic analysis, there is a separation between control and stimulated samples and higher clustering between T2 and T3 (Figure S6). 

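Distances between libraries were computed on log2 CPM of the tested genes. The mean distance between a T0 library and a stimulated library was 147 ± 1.03 at T1, 148 ± 0.562 at T2 and 144 ± 0.622 at T3 (SD over 9 pairs each), against 48.9 to 53.8 between replicates of a time point. Among stimulated libraries, T2 lay 61.3 ± 1.41 from T3 and 67.5 ± 2.37 from T1, while T1 and T3 were 80.9 ± 1.95 apart (SD, 9 pairs each). The ratio of the T2 to T3 distance over the T1 to T2 distance was 0.907, and ranged from 0.901 to 0.915 over the 3 T2 libraries. A two-sided exact permutation test of the 6 libraries at T1 and T3 gave p = 0.1, the smallest p that 3 libraries against 3 allow. In hierarchical clustering into 4 branches, each of the 4 time points formed a branch of its own. The alternative that moved the ratio most was DESeq2's variance stabilizing transformation, which gave 0.844.

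**Figure D1:**
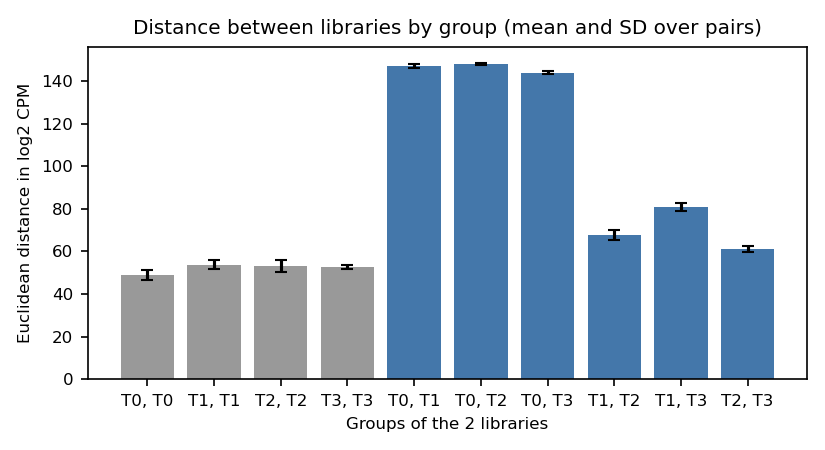
Mean Euclidean distance in log2 CPM between pairs of libraries, with the SD over pairs, for replicates of a time point (grey) and for libraries of different time points (blue). The distance from T0 to each stimulated time point is 144 to 148, and the T2 to T3 distance of 61.3 is the smallest between different time points.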

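At an adjusted p under 0.05 and a log2 fold change above or below 0, 5465 genes were upregulated and 5653 downregulated at T1, 5672 and 5785 at T2, and 5534 and 5547 at T3, each against T0. Of the genes tested, 60.5% were called at T1, 62.4% at T2 and 60.3% at T3. Many of these changes were small, and 45.8% of the called genes at T1, 44.1% at T2 and 46.8% at T3 had a log2 fold change smaller in size than 0.5. At all 3 times 3985 genes were upregulated and 4100 downregulated. At any of the 3 times 7168 genes were upregulated and 7345 downregulated. The balance of directions depended on the scaling. The deposited TPM, which have a fixed total per library, were used without TMM or another normalization between libraries. With limma on log2(TPM + 1), 3883 genes were upregulated and 7221 downregulated at T1, 3933 and 7449 at T2, 4161 and 6686 at T3, 2737 and 5361 at all 3 times, and 5368 and 8905 at any. The 3 comparisons share the T0 libraries, which by itself makes calls overlap. In 20 simulations of unchanged groups against shared controls, 0 genes were called at all 3 times after adjustment, and at an unadjusted p under 0.05 a mean of 32.7 genes were upregulated and 26.2 downregulated at all 3 times. Log2 fold changes correlated across genes with r = 0.94 between T1 and T2, 0.954 between T2 and T3 and 0.894 between T1 and T3, against means of 0.48, 0.486 and 0.483 in the simulations. For 64.1% of genes at T1, 66.4% at T2 and 64.7% at T3, the 3 stimulated libraries did not overlap with the 3 T0 libraries, where chance gives 10%. The size of change required moved the counts most. With a log2 fold change above 1 or below -1, 1017 genes were upregulated and 874 downregulated at all 3 times.

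**Figure D2:**
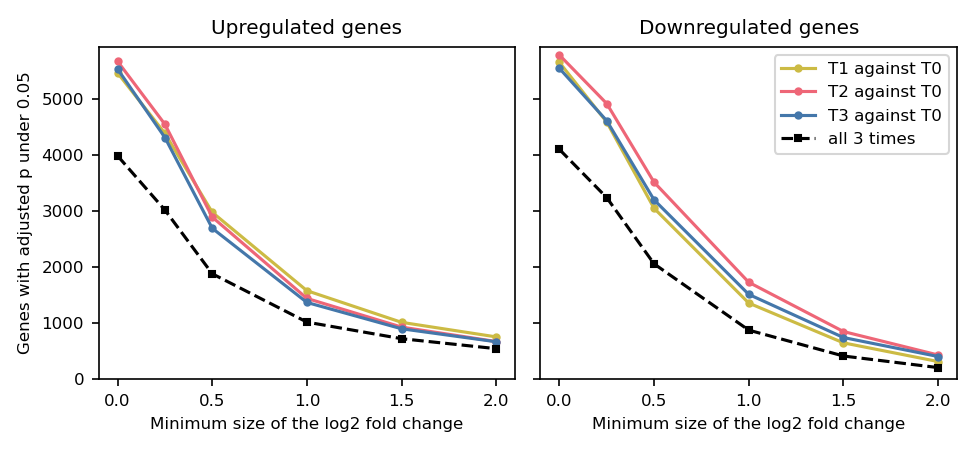
Number of genes with an adjusted p under 0.05 against the minimum size of the log2 fold change, for each stimulated time point against T0 (solid lines) and for genes called in the same direction at all 3 times (dashed). Raising the minimum from 0 to 1 lowers the upregulated genes at all 3 times from 3985 to 1017 and the downregulated genes from 4100 to 874.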

Across all time points, 858 genes were upregulated (*p*-value < 0.05 and Log_2_(Fold Change) > 0), and 764 genes were downregulated (*p*-value < 0.05 and Log_2_(Fold Change) > 0) in stimulated samples compared to control samples (Figure [Fig fig6]a). To assess the effects of differential RNA expression on PPIs, we generated the list of proteins that are significantly enriched in PPIs with increased or decreased RNA expression levels. As a result, 81 genes were identified with increased RNA expression levels and enriched PPIs with IL-2 (Figure [Fig fig6]b). 

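The full list of proteins near IL-2 was not used here. The paper names 24 of these proteins, of the secretory pathway, whose knockdown changed IL-2 secretion, and the RNA of all 24 was tested. Against T0, 13 were upregulated and 5 downregulated at T1, 17 and 3 at T2, and 16 and 3 at T3. The numbers were the same when adjusted over the list alone. The median log2 fold change was 0.26 at T1, 0.35 at T2 and 0.35 at T3. With limma on log2(TPM + 1), a setting chosen for this list after the data were seen, 9 of the 24 were downregulated at T1 and 6 at T2. HYOU1 rose from 371 ± 1.76 CPM at T0 to 909 ± 9.36 at T2 (SD, n = 3), a log2 fold change of 1.29 (SE 0.041, edgeR adjusted p = 1.27e-24). USO1, SEC24A and SEC24D, which act in vesicle transport, had log2 fold changes of 0.63, 0.69 and 0.70 at T2. ERP29 (-0.34, -0.32 and -0.20 at T1, T2 and T3) and the clathrin light chain gene CLTA (-0.23, -0.32 and -0.33) were lower than at T0.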

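Lists of genes for ER steps were tested as sets with camera at a preset correlation of 0.01, in a family of 6 lists. For ER folding, 39 of 40 listed genes were tested, and the median log2 fold change of stimulated libraries against T0 was 0.62 (adjusted p = 7.78e-09, limma's camera). At T1 30 of these genes were upregulated and 6 downregulated, at T2 31 and 3, and at T3 32 and 5, also when adjusted over the list alone. For transport between the ER and Golgi, 56 of 57 genes were tested, with a median of 0.23 (camera adjusted p = 7.96e-05), and 34 were upregulated and 11 downregulated at T1, 42 and 7 at T2, and 39 and 7 at T3. Adjusted over the list alone, these were 36 and 11, 43 and 7, and 39 and 7. For ER-associated degradation (ERAD), all 27 genes were tested, with a median of 0.23 (camera adjusted p = 0.000463), and 15 were upregulated and 5 downregulated at T1, 18 and 2 at T2, and 20 and 2 at T3, the same numbers when adjusted over the list alone except for 3 downregulated at T3. All 3 calls held under limma's fry, and none held when camera estimated the correlation between genes, where the adjusted p was 0.396 for ER folding, 0.622 for transport and 0.396 for ERAD. Over all 19 alternatives, the adjusted p ranged from 1.42e-13 to 0.396, from 9.47e-07 to 0.622 and from 4.8e-07 to 0.396. On log2(TPM + 1) the medians were lower, at 0.47 for ER folding, 0.081 for transport and 0.10 for ERAD.

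**Figure D3:**
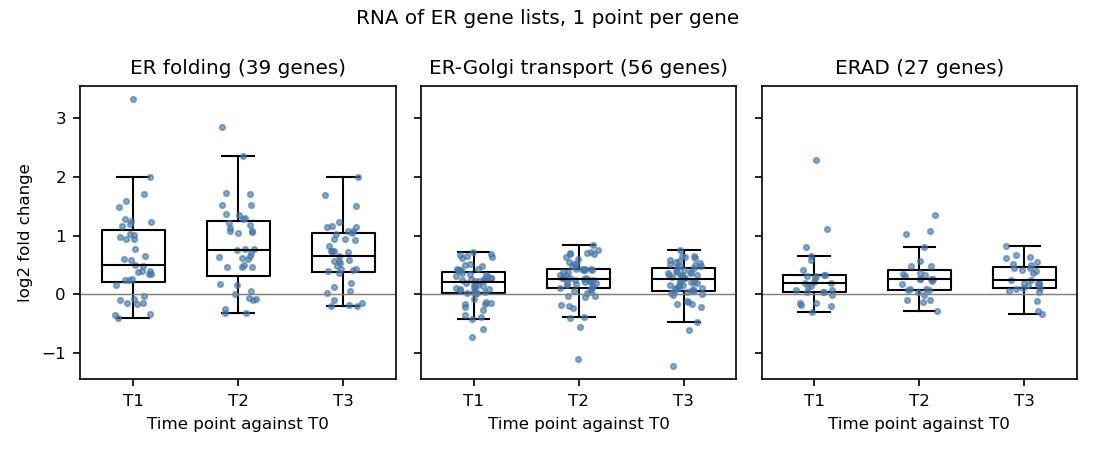
Log2 fold change of each tested gene (points) against T0 at T1, T2 and T3 for the ER folding, ER to Golgi transport and ERAD lists, with boxes from the lower to the upper quartile, the median as a line and whiskers by the standard box plot rule. The medians for ER folding are 0.50, 0.75 and 0.65, above those of the other lists.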

GO annotation analysis revealed that these genes were significantly associated with biological pathways, such as ER-to-Golgi protein transport and protein folding in the ER (Figure [Fig fig6]c). Similarly, 60 genes were identified with decreased RNA expression levels and enriched PPIs with IL-2 (Figure [Fig fig6]b), which were significantly associated with pathways related to the cytoskeleton organization and microtubule-based processes (Figure [Fig fig6]c). 

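Cytoskeleton genes were tested in the same way over the whole transcriptome, without the restriction to IL-2 interactors. The actin list of 62 genes had a median log2 fold change of -0.19 in stimulated libraries against T0 (camera adjusted p = 0.00451). This call held under fry and not with an estimated correlation (adjusted p = 0.622), and over 19 alternatives the adjusted p ranged from 9.22e-06 to 0.622. At T1 30 of the 62 genes were downregulated and 14 upregulated, at T2 35 and 12, and at T3 30 and 14, and the same numbers were found when adjusted over the list alone. At single time points, camera called the list at T2 (adjusted p = 0.00146) and T3 (0.00163) and not at T1 (0.0791). Of the 34 microtubule genes, 17 were downregulated and 13 upregulated at T1, 14 and 13 at T2, and 14 and 12 at T3, unchanged when adjusted over the list alone. Their median against T0 was 0.0089 over all stimulated libraries (camera adjusted p = 0.413), with a downward direction that camera did not call. The median was below 0 on log2(TPM + 1), at -0.115, and without T0 replicate 2. Under fry the microtubule list was called (adjusted p = 0.00144), and its adjusted p ranged up to 0.774 over the alternatives. TUBB fell from 3830 ± 89.5 CPM at T0 to 2097 ± 81.1 at T1 (SD, n = 3), a log2 fold change of -0.87 (SE 0.044, edgeR adjusted p = 1.35e-18).

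**Figure D4:**
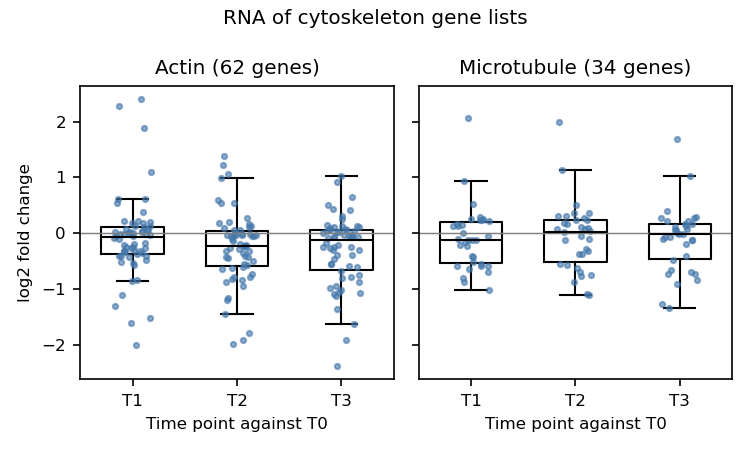
Log2 fold change of each tested gene (points) against T0 at T1, T2 and T3 for the actin and microtubule lists, with boxes from the lower to the upper quartile, the median as a line and whiskers by the standard box plot rule. The actin medians are -0.066, -0.22 and -0.13 and the microtubule medians -0.12, 0.031 and -0.0090, a list whose sign over all stimulated libraries changes on TPM.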

Enriched proteins are detected in different cellular compartments for upregulated and downregulated genes, respectively, such as the ER for upregulated genes and the cytoskeleton for downregulated genes (Figure [Fig fig6]d). 

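For 15 RNA-binding proteins that the paper found near IL-2 at all 3 times, RNA changed in both directions. At T1 5 were upregulated and 5 downregulated, at T2 9 and 4, and at T3 6 and 5, and adjusted over the list alone the numbers were the same. Under limma on log2(TPM + 1) they moved to 9 downregulated at T1, and to 3 upregulated at T2 and 3 at T3. STRAP increased at T1, T2 and T3 by 0.47, 0.59 and 0.55 on the log2 scale. ANXA11 fell from 169 ± 2.77 CPM at T0 to 87.4 ± 3.82 at T3 (SD, n = 3), a log2 fold change of -0.95 (SE 0.045, edgeR adjusted p = 1.72e-19). CORO1A, which binds actin, had log2 fold changes of -0.42 at T1, -0.73 at T2 and -1.02 at T3. Among the actin genes, ACTB was at 6758 ± 167 CPM at T0, 6555 ± 356 at T1, 4462 ± 120 at T2 and 3255 ± 130 at T3 (SD, n = 3). Its difference at T1 was within the error (log2 fold change -0.044, SE 0.048, edgeR adjusted p = 0.439). Without T1 replicate 3 it was 0.0020, and on log2(TPM + 1) ACTB was called lower at T1 (-0.18, limma adjusted p = 4.42e-05, with a range from 3.7e-05 to 0.983 over 19 alternatives). At T3 the log2 fold change was -1.05 (SE 0.048, edgeR adjusted p = 5.89e-20). SPTBN1 fell most at T1, with a log2 fold change of -2.00. TPM4 was level at T1 (0.032) and at -1.19 at T2. On log2(TPM + 1), TPM4 was called lower at T1 (-0.10, limma adjusted p = 0.00178, with a highest value of 0.98 over 19 alternatives).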

In terms of molecular function, RNA-binding proteins are highly enriched among upregulated genes, while actin-binding proteins are highly enriched among the downregulated genes (Figure [Fig fig6]e).

**6 fig6:**
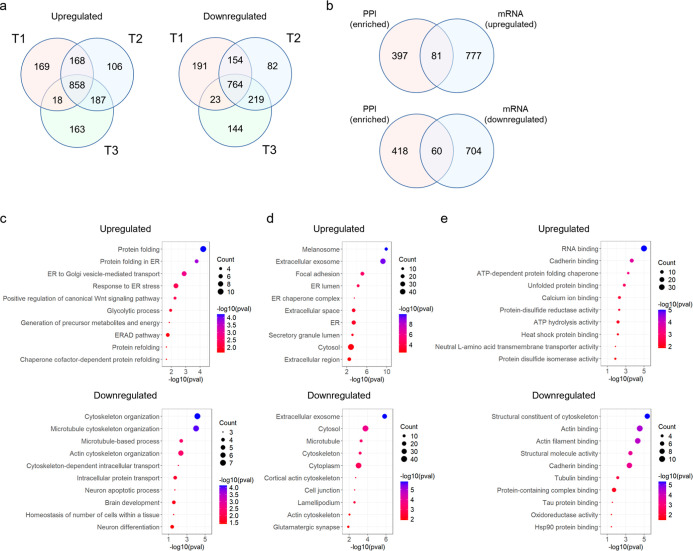
Transcriptional profiling and enriched PPIs following cell stimulation over time. (a) Numbers of upregulated and downregulated genes at each time point poststimulation (T1, T2, and T3). (b) Numbers of differentially expressed genes encoding proteins enriched for IL-2 interactions (*n* = 478) identified by proximity-based labeling. GO analysis of these differentially expressed, PPI-enriched genes categorized by (c) biological process, (d) cellular component, and (e) molecular function. All upregulated (*n* = 1669) and downregulated (*n* = 1577) genes identified by RNA sequencing were used as the background set. The top 10 GO terms were ranked by *p*-value.

To integrate RNA expression and PPI data in a time-resolved manner, we generated gene clusters based on expression changes from 0 to 8 h. The maSigPro tool was used to identify genes with statistically significant temporal expression patterns.[Bibr ref59] Based on the changes of mRNA expression or enriched interaction with IL-2 proteins between each time point, a total of 27 and 23 clusters were identified in RNA sequencing and PPI data, respectively (*p*-value < 0.05) (Figure S7). 

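In place of maSigPro, a quasi-likelihood F test over the 4 time points (3 degrees of freedom) called 13289 of the tested genes at an adjusted p under 0.05. Each of these genes was then assigned to increased, unchanged or decreased for each of the 3 intervals, with an unadjusted p under 0.05 for the interval. All 27 possible combinations held at least 1 gene. The largest was decreased from T0 to T1 and unchanged afterwards, with 1939 genes (14.6%), followed by increased from T0 to T1 and unchanged afterwards, with 1728 genes (13.0%). The smallest, increased, decreased and increased again, held 55 genes. The combination unchanged in every interval held 465 genes, which passed the test over the time course and the threshold of no single interval. With a log2 fold change above 1 or below -1 required in each interval, 25 combinations held a gene.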

A total of 57 proteins showed increased interaction with IL-2 from T0 to T1, enriching biological processes, such as exosomal secretion and multivesicular body formation (Figure [Fig fig7]a). Between T1 and T2, 105 proteins exhibited enhanced interaction with IL-2, associated with processes, including cytoskeleton organization and protein folding (Figure [Fig fig7]b). From T2 to T3, 29 proteins displayed increased interaction with IL-2, contributing to the enrichment in cytoplasmic translation (Figure [Fig fig7]c). 

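RNA of CANX, HSPA5, HSP90B1, PDIA4, ERP44 and PTPN1 was higher at T1 than at T0 for all 6 genes. HSPA5 rose from 392 ± 9.79 CPM at T0 to 3906 ± 248 at T1 (SD, n = 3), a log2 fold change of 3.32 (SE 0.051, edgeR adjusted p = 3.32e-34). HSP90B1 rose from 587 ± 13.5 to 2343 ± 101 CPM, a log2 fold change of 2.00 (SE 0.046, edgeR adjusted p = 4.97e-29), and PDIA4 from 194 ± 2.77 to 445 ± 18.1 CPM, a log2 fold change of 1.20 (SE 0.043, edgeR adjusted p = 4.66e-23). The changes of ERP44 (0.49), CANX (0.40) and PTPN1 (0.35) were smaller and had edgeR adjusted p-values of 6.28e-11, 1.33e-09 and 5.69e-09. Adjusted over the list alone, all 6 were called as well. PTPN1 was no longer different from T0 at T3 (log2 fold change 0.076, edgeR adjusted p = 0.119). This value was below 0 on log2(TPM + 1), at -0.033, and PTPN1 was called higher at T3 with only the 6 libraries compared (0.105, edgeR adjusted p = 0.014) and without T0 replicate 3, T1 replicate 1 or T1 replicate 2 (0.12, 0.092 and 0.099). Over 19 alternatives its adjusted p ranged from 0.014 to 0.373.

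**Figure D5:**
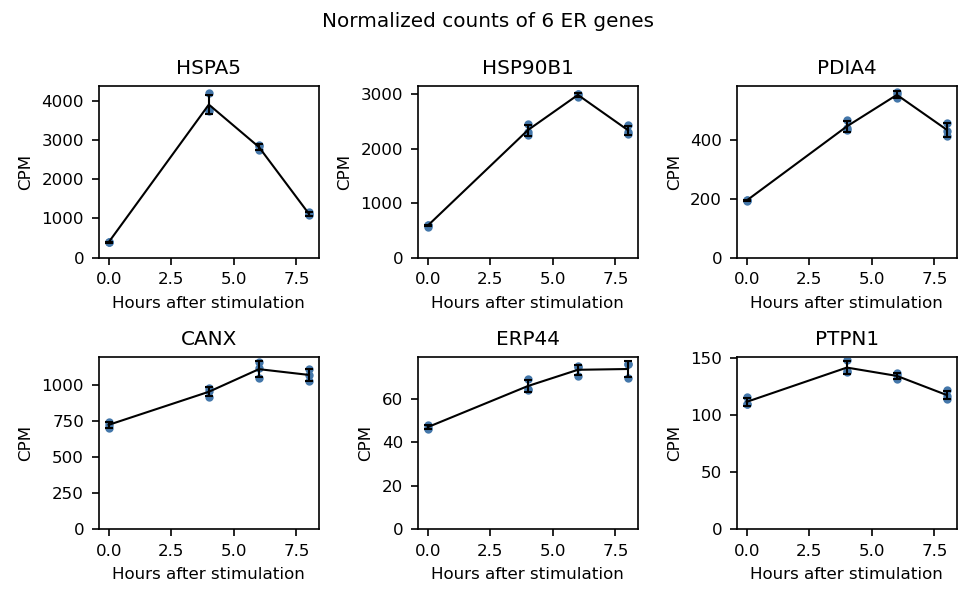
CPM of 6 ER genes in each library (points) against hours after stimulation, with the mean and SD of 3 replicates in black. HSPA5 peaks at 4 h with a mean of 3906 CPM and is at 1115 CPM at 8 h, while HSP90B1 peaks at 6 h with 2991 CPM.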

At time point T1, a total of 20 genes were identified as upregulated and enriched in IL-2 protein interactions, including CANX, HSPA5, HSP90B1, PDIA4, ERP44, and PTPN1 (Figure [Fig fig7]d), involved in protein folding in ER and response to ER stress. A total of 34 genes, including CANX, PDIA3, HSP90B1, HSP90AB1, HSPD1, HSPA8, HSPA9, and VCP, showed upregulated mRNA expression and enriched PPI at time point T2, resulting in enriched biological processes, such as protein folding in ER and response to unfolded protein (Figure [Fig fig7]e). 

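From T1 to T2, the RNA of all 8 genes had a log2 fold change above 0, and 7 passed both the test over the time course and the interval threshold. HSP90B1 had the largest, 0.35 (SE 0.044, edgeR adjusted p = 6.65e-08), followed by PDIA3 (0.26), CANX (0.22), VCP (0.20), HSPA8 (0.19), HSPD1 (0.15) and HSPA9 (0.15). HSP90AB1 changed by 0.067 (SE 0.048, edgeR adjusted p = 0.312), which was within the error, and of 18 alternatives it was called in 1, without T1 replicate 1, with an adjusted p of 0.0187 (the highest was 0.641). HSPA9 lost its call without T1 replicate 3, T2 replicate 1 or T2 replicate 3 (adjusted p = 0.0602, 0.0604 and 0.0522), and HSPD1 without T2 replicate 3 (0.0533). Over the alternatives the adjusted p was as low as 0.000112 for HSPA9 and 0.000283 for HSPD1. HSPD1 started from a level below T0, with log2 fold changes against T0 of -0.23 at T1, -0.084 at T2 and -0.051 at T3, of which the first was past the threshold. On log2(TPM + 1), HSPD1 was also called lower at T2 (-0.24) and T3 (-0.16), and at T2 with at least 10 counts in every library (-0.093). Its adjusted p ranged over 19 alternatives from 7.55e-07 to 0.542 at T2 and from 4.38e-05 to 0.843 at T3.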

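VCP encodes an ATPase that extracts proteins from the ER membrane. Its RNA was at 493 ± 9.44 CPM at T0, 598 ± 29.7 at T1, 686 ± 14.1 at T2 and 702 ± 32.4 at T3 (SD, n = 3). From T2 to T3 the log2 fold change was 0.034 (SE 0.043, edgeR adjusted p = 0.659), smaller than the spread between replicates, and without T3 replicate 2 it was -0.0020. With limma on log2(TPM + 1) it was 0.082 with an adjusted p of 0.0384, the lowest of 18 alternatives, the highest being 0.984. Against T0, VCP was higher at T3 by 0.51 (SE 0.043, edgeR adjusted p = 1.33e-12).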

Only 7 genes were detected at T3, including VCP gene, which is involved in ERAD (Figure [Fig fig7]f). None of the protein interactions were consistently enriched across all time points (Figure [Fig fig7]g). At both T1 and T2, protein folding in the ER was the most significantly enriched biological process in GO analysis.

**7 fig7:**
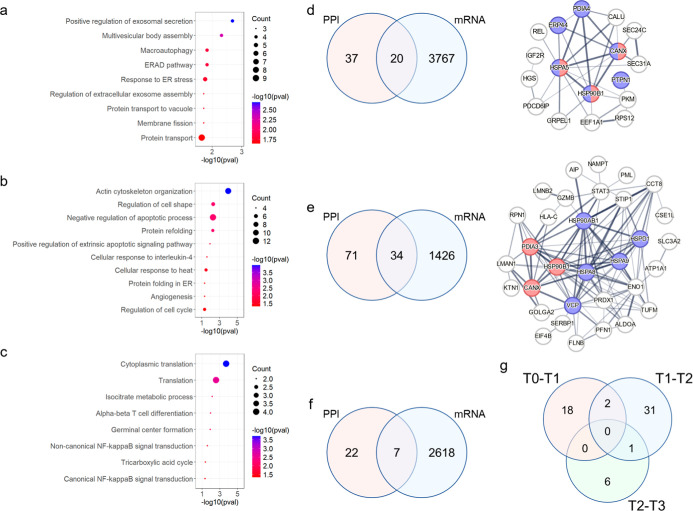
Temporal changes in transcriptional profiles and PPIs. GO over-representation analysis of genes enriched in PPIs at each time interval: (a) T0–T1 (0–4 h poststimulation), (b) T1–T2 (4–6 h poststimulation), and (c) T2–T3 (6–8 h poststimulation). A total of 685 proteins showing significant changes in PPI enrichment over the time course were used as the background set. (d–f) Genes exhibiting both enriched PPIs and upregulated mRNA expression during: (d) T0–T1, (e) T1–T2, and (f) T2–T3. The STRING database was used to visualize significantly enriched PPIs. In T0–T1, red nodes indicate proteins involved in ER protein folding, and purple nodes indicate proteins involved in the ER stress response. In T1–T2, red nodes represent ER protein folding, and purple nodes represent the UPR. (g) Numbers of genes with upregulated mRNA expression and enriched PPI at each time interval poststimulation (T0–T1, T1–T2, and T2–T3).

## Discussion

Recent advances in cytokine secretion profiling have enabled time-resolved and single-cell analyses through innovative labeling strategies, including oligo-barcoded antibody capture for sequencing-based detection and fluorescence-tagged antibody immobilization for real-time live-cell imaging. [Bibr ref60],[Bibr ref61] Compared to direct labeling methods, which exploit specific binding interactions between molecules, proximity-based labeling methods can construct the physical network of proteins by detecting proteins within a specific range of target molecules. This feature makes it a valuable method for the profiling of interactions in protein secretion, which is mediated by a complex repertoire of secretory machinery proteins. We used the BAR method to label proteins near the human cytokine IL-2 and quantified the PPIs by MS analysis. Enriched PPIs were detected in stimulated T cells, indicating that proteins interacting with IL-2 are successfully identified during the cytokine secretion. We found that PPIs involved in conventional secretory pathways, comprising ER-to-Golgi transport, protein folding, and vesicle-mediated transport, are highly enriched in MS analysis (Figure [Fig fig3]a). In previous studies, IL-2 was reported to be secreted using a canonical secretory pathway from the ER, across the Golgi, and to the plasma-cell membrane. However, only a few proteins, such as Rab3d, Rab19, Rab37, Syn6, and Vti1b, have been proven to interact and colocalize with IL-2.[Bibr ref46] Therefore, this study provides a wealth of information on the systematic network of protein interactions in specific cytokine secretions, which can be exploited to develop therapeutic applications in diseases of the immune system.

Among the enriched secretory pathways, we found that protein folding in ER has the strongest association with the level of IL-2 secretion, validated by siRNA-mediated knockdown. Protein folding in the ER governs the secretion efficiency, functionality, and subcellular localization of both endogenous and recombinant proteins.[Bibr ref62] This early secretory pathway decides the fate of nascent proteins either being transported to Golgi with proper folding and assembling or inducing the unfolded protein response (UPR) and disposed by ERAD.[Bibr ref63] A plethora of proteins are involved in this process, including chaperones, lectins, redox enzymes, protein isomerases, and glycosylation enzymes, and the misfolded proteins generated from the malfunction of this system can cause neurodegenerative diseases, such as Alzheimer’s and Parkinson’s.[Bibr ref64] When testing target proteins related to the protein folding in ER, 10 out of 12 putative targets showed a significant reduction of IL-2 secretion following siRNA-mediated knockdown (Figure [Fig fig4]c). Among the 10 PPIs enriched in IL-2-secreting T cells, HSPA8 and UGGT1 exhibited a reduction rate of more than 50% compared to the control (Figure [Fig fig4]c). HSPA8 is a molecular chaperone involved in various biological processes, such as proteostasis, autophagy, clathrin uncoating, and viral replication, and expressed constitutively without cellular stress unlike other chaperones.[Bibr ref65] Notably, HSPA8 proteins colocalize with IL-2 upon stimulation (Figure S3), and knockdown of the HSPA8 gene resulted in approximately a 70% reduction in IL-2 secretion (Figure [Fig fig4]c). Although HSPA8 knockdown resulted in a marked reduction in IL-2 secretion and HSPA8 colocalized with IL-2 upon stimulation, its established role in protein folding and trafficking suggests that it functions as a broadly acting regulator of secretion rather than an IL-2-specific interactor. Thus, while our findings support a functional contribution of HSPA8 to IL-2 secretion, further mechanistic studies will be required to determine the extent of cargo specificity underlying this effect.

The expression of cytokines is tightly regulated in a time-dependent manner within a few hours after immune cell stimulation.[Bibr ref66] This multilayered regulation involves transcriptional, post-transcriptional, and post-translational control mediated by transcription factors, RNA-binding proteins, and other secretory machinery proteins. Therefore, systematic approaches are essential to understand cytokine secretion as a whole process governed by the physical and functional network of PPIs. RNA-binding proteins, which are not directly related to protein secretion, are detected at different time points after stimulation (Figure [Fig fig5]c). This indicates that the HRP-mediated labeling method can detect colocalization of IL-2 proteins and IL-2 mRNA-binding proteins, given the labeling range of this method (200–300 nm).[Bibr ref14] Among 15 RNA-binding proteins, 9 of them (CAPRIN1, ATXN2L, CSDE1, CORO1A, TUFM, ANXA11, UBAP2L, ZC3HAV1, and STRAP) were previously identified showing strong interaction with IL-2 3′ UTR of in vitro transcribed RNA in pull-down assay.[Bibr ref67] Knockdown of ATXN2L or ANXA11 significantly decreased IL-2 secretion at both 8 and 24 h after stimulation (Figure [Fig fig5]d), confirming the function of those RNA-binding proteins in IL-2 production. However, given the spatial range of HRP-mediated labeling, these findings support functional association, and additional studies will be required to establish direct molecular interaction. To further explore potential binding interfaces, we performed molecular docking using the HADDOCK platform,[Bibr ref68] comparing proteins identified as functionally relevant in the siRNA experiments with those enriched or depleted in the BAR data set. Docking analyses revealed significant differences in HADDOCK scores among these groups, with siRNA-validated proteins tending to exhibit lower scores, which may suggest a higher likelihood of interaction (Figure S8). While these results do not establish direct binding, they provide complementary structural support for the observed functional associations.

The stimulation of human T cells induces the changes of transcriptional profile, thereby regulating immune responses, such as cytokine secretion.[Bibr ref69] We found that biological pathways such as protein transport from the ER to the Golgi and protein folding in the ER were significantly enriched in PPIs, alongside upregulated gene expression (Figure [Fig fig6]c). This indicates that cell stimulation enhances the expression of genes involved in the protein transport and folding. In contrast, cytoskeleton organization and microtubule-based processes were enriched in PPIs together with downregulated gene expression (Figure [Fig fig6]c), suggesting that stimulation suppresses genes involved in cytoskeletal regulation. 

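IL2 RNA was close to absent before stimulation, with 2 counts in the 3 T0 libraries together. It reached 194 ± 8.28 CPM at T1, 327 ± 10.6 at T2 and 249 ± 7.93 at T3 (SD, n = 3). Relative to T0 this is 8160 times at T1 (95% counting interval 2260 to 67400), 13800 times at T2 (3820 to 114000) and 10500 times at T3 (2910 to 86900). These intervals cover counting error only. IL2RA was at 0.047 ± 0.0151 CPM at T0 and at 157, 212 and 148 CPM at T1, T2 and T3. IL2RB rose from 2.42 ± 0.365 to 16.4 ± 0.257 CPM at T1, and IL2RG from 246 ± 8.61 to 354 ± 14.3 CPM at T3, a log2 fold change of 0.52 (SE 0.044, edgeR adjusted p = 9.81e-13). All 4 genes were upregulated at every stimulated time point, also adjusted over the list alone. Of 23 tested genes that mark T cell activation, 23 were upregulated at T1, 22 at T2 and 20 at T3, and 0, 1 and 1 were downregulated, with the same numbers adjusted over the list alone. CD69, which is among them, had a log2 fold change of 5.29 at T1 (SE 0.059, edgeR adjusted p = 1.53e-38). From increased RNA of genes whose proteins are enriched near IL-2, the paper concludes that stimulation raises expression of genes for protein transport and folding.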

Interestingly, although cytoskeleton-related genes were downregulated after T-cell stimulation, the corresponding proteins showed increased enrichment within IL-2 interaction networks. We also employed clustering based on the changes of protein interaction and RNA expression between specific time points (0–4, 4–6, and 6–8 h after stimulation). As a result, 20, 34, and 7 protein interactions were enriched at only T1, T2, and T3, respectively (Figure [Fig fig7]d–f). It is worth noting that there is minimal overlap in protein interactions between each pair of time points, two between T1 and T2, one between T2 and T3, and none between T3 and T1, suggesting highly dynamic and spatiotemporally distinct interactions between these proteins and IL-2 (Figure [Fig fig7]g).

The BAR method has proven effective for identifying PPIs within native cellular environments, particularly at the nuclear envelope.[Bibr ref40] It has also been applied to uncover interaction networks of secreted endogenous and recombinant proteins, thereby identifying potential engineering targets for modulating protein secretion. [Bibr ref70]−[Bibr ref71] [Bibr ref72] However, it has limitations. First, it features a relatively large labeling radius, which can result in indirect or nonspecific labeling of proteins that are merely proximal rather than true interactors.[Bibr ref73] In addition, because BAR relies on antibody-mediated recognition of the bait protein, certain interactions may not be detected if binding partners sterically occlude the antibody epitope or if fixation alters epitope accessibility, potentially resulting in false negatives for specific IL-2-associated complexes. Finally, reliance on biotinylation may introduce bias, as labeling efficiency depends on the accessibility and abundance of lysine residues on target proteins, potentially leading to uneven or incomplete labeling across the proteome. To overcome these limitations, BAR can be complemented with affinity purification methods, such as pull-down assays, which selectively enrich interacting partners.[Bibr ref74] Moreover, alternative proximity labeling approaches with varied labeling radii, such as APEX and BioID, can be employed to achieve broader or more compartment-specific interactome coverage. Recently, a multiscale labeling strategy employing three distinct chemical reactions was introduced to map protein interactions with varying spatial resolutions and labeling ranges.[Bibr ref75]

## Conclusion

In this study, we demonstrated the utility of the BAR method for capturing a comprehensive network of PPIs surrounding IL-2 during its secretion in human T cells. By integrating proximity-based labeling with MS, we identified dynamic and stage-specific interactomes that include not only canonical secretory machinery but also regulatory proteins, such as chaperones and RNA-binding proteins. Our findings highlight the critical role of ER-associated protein folding in IL-2 secretion, with functional validation supporting the importance of specific chaperones like HSPA8. Furthermore, the detection of RNA-binding proteins with known affinity to the IL-2 3′ UTR suggests that BAR is capable of capturing spatial colocalization events between cytokine proteins and their mRNA-binding partners. Temporal clustering analysis revealed that IL-2 interacts with distinct sets of proteins at different stages of secretion, reflecting tightly regulated spatial and temporal dynamics. Although the BAR method presents inherent limitations, such as a relatively broad labeling radius and biotinylation biases, its integration with complementary techniques and advanced labeling strategies offers a powerful platform for dissecting complex secretory processes. Collectively, our results provide a systems-level view of cytokine secretion and underscore the value of proximity labeling in elucidating the regulatory landscape of immune responses, with potential implications for therapeutic targeting of immune-related diseases.

## Supplementary Material

## Data Availability

The study findings are supported by data available upon request from the corresponding author. Raw and processed mass spectrometry proteomics data have been deposited in the MassIVE repository (ProteomeXchange Consortium; https://doi.org/10.25345/C5TT4G61Q; reference PXD068039). Raw and processed transcriptomic data are available in GEO under the data set identifier GSE306928.

# Supplementary material for: Systematic Mapping of Protein Interactions Underlying IL‑2 Secretion in Human T Cells
**Source:** Anal Chem. 2026 Jun 11;98(24):17604–17. doi: 10.1021/acs.analchem.5c05602
**Supplement:** Supplementary file 1

## Supporting Information

### Systematic Mapping of Protein Interactions Underlying IL-2 Secretion in Human T Cells

Seunghyeon Shin<sup>1</sup>, Frances Rocamora<sup>1</sup>, and Nathan E. Lewis<sup>1,2,3\*</sup>

*Keywords: protein-protein interaction, proximity-based labeling, cytokine secretion, secretory pathway, T cell, genetic engineering*

### **Table of Contents**

|                                                                                                         |     |
|---------------------------------------------------------------------------------------------------------|-----|
| Figure S1. IL-2 expression following stimulation of Jurkat T cells .....                                | S2  |
| Figure S2. Relative ACTB gene expression levels at different time points after siRNA treatment .....    | S3  |
| Figure S3. Protein–protein interaction between IL-2 and HSPA8 .....                                     | S4  |
| Figure S4. Correlation of samples at different time points identified by proximity-based labeling ..... | S5  |
| Figure S5. Enriched protein–protein interactions and biological pathways across time points .....       | S6  |
| Figure S6. Correlation of samples across different time points based on RNA sequencing .....            | S7  |
| Figure S7. Generation of gene clusters based on significant changes between time points .....           | S8  |
| Figure S8. Comparison of HADDOCK scores across protein groups .....                                     | S10 |

a

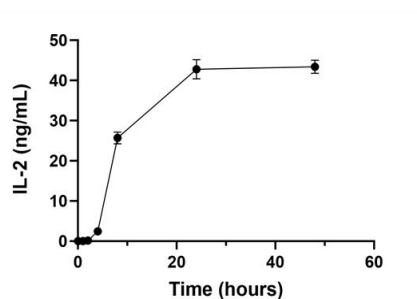

b

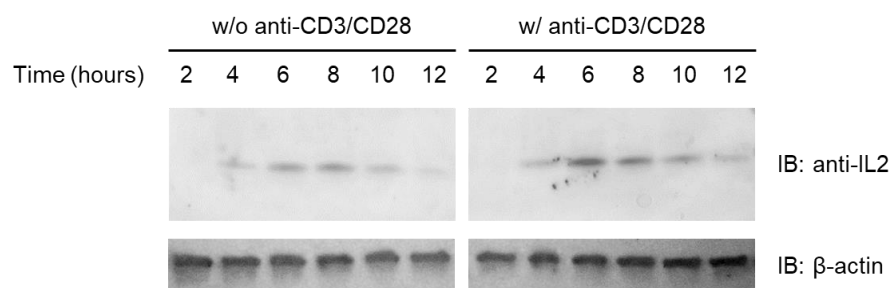

**Supplementary Figure 1.** IL-2 expression following stimulation of Jurkat T cells. (a) Concentration of secreted IL-2 in the culture supernatant measured by ELISA after stimulation. (b) Intracellular IL-2 protein levels at various time points post-stimulation, measured by Western blot in the presence or absence of anti-CD3/CD28 antibodies.

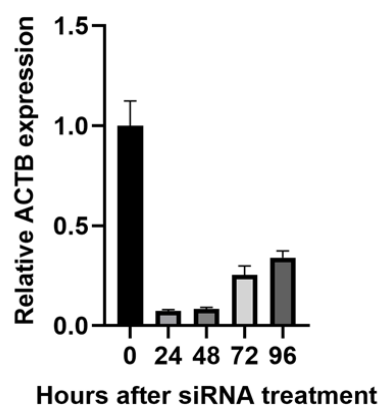

**Supplementary Figure 2.** Relative ACTB gene expression levels at different time points after siRNA treatment.

a

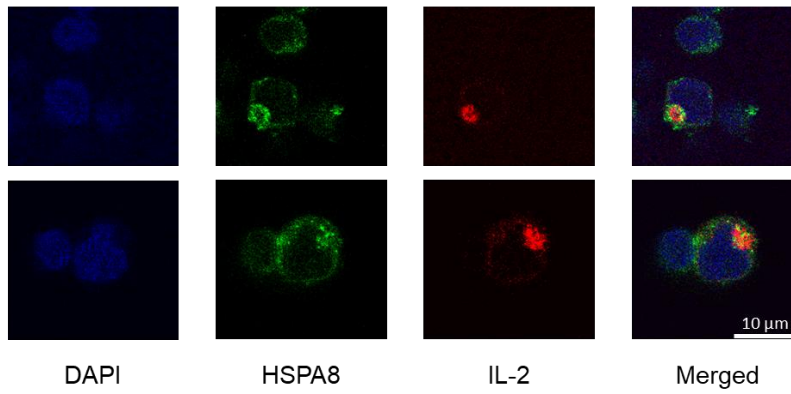

b

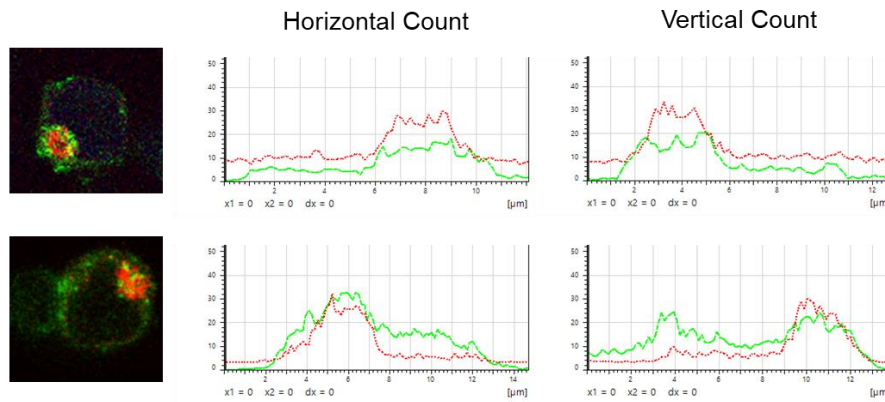

**Supplementary Figure 3.** Protein–protein interaction between IL-2 and HSPA8. (a) Co-localization of IL-2 and HSPA8 proteins in stimulated Jurkat T cells. (b) Line profile analysis showing horizontal and vertical signal intensity of HSPA8 and IL-2. Intracellular HSPA8 was visualized using DyLight 594 (green), and IL-2 was stained with DyLight 650 (red).

a

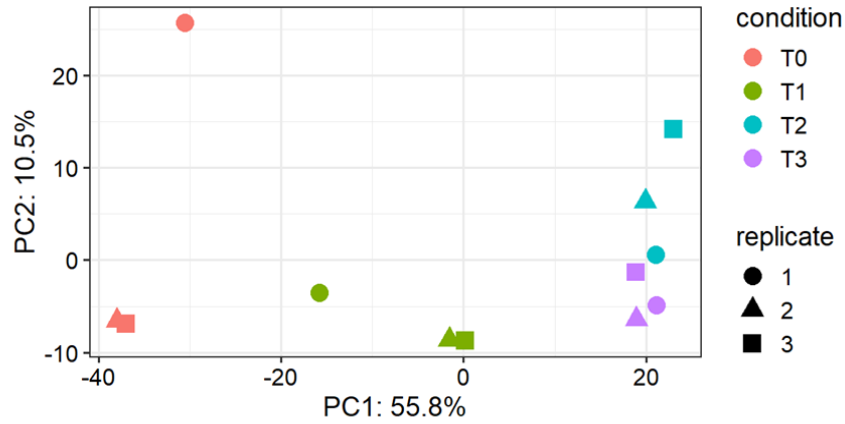

b

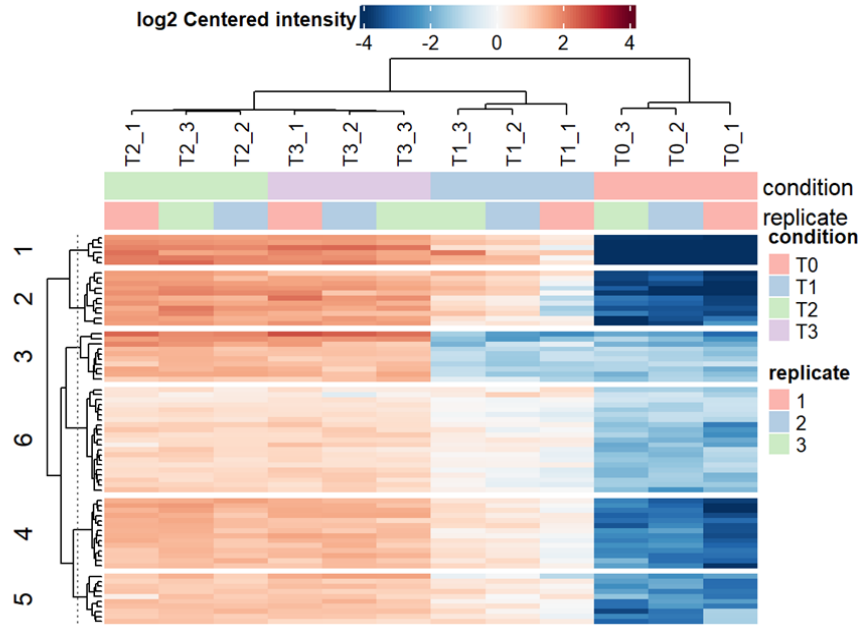

**Supplementary Figure 4.** Correlation of samples at different time points identified by proximity-based labeling. (a) Principal component analysis (PCA) of 12 samples (triplicates for each time point): T0 (control), T1 (4 hours post-stimulation), T2 (6 hours post-stimulation), and T3 (8 hours post-stimulation). (b) Heatmap showing sample clustering across the same time points.

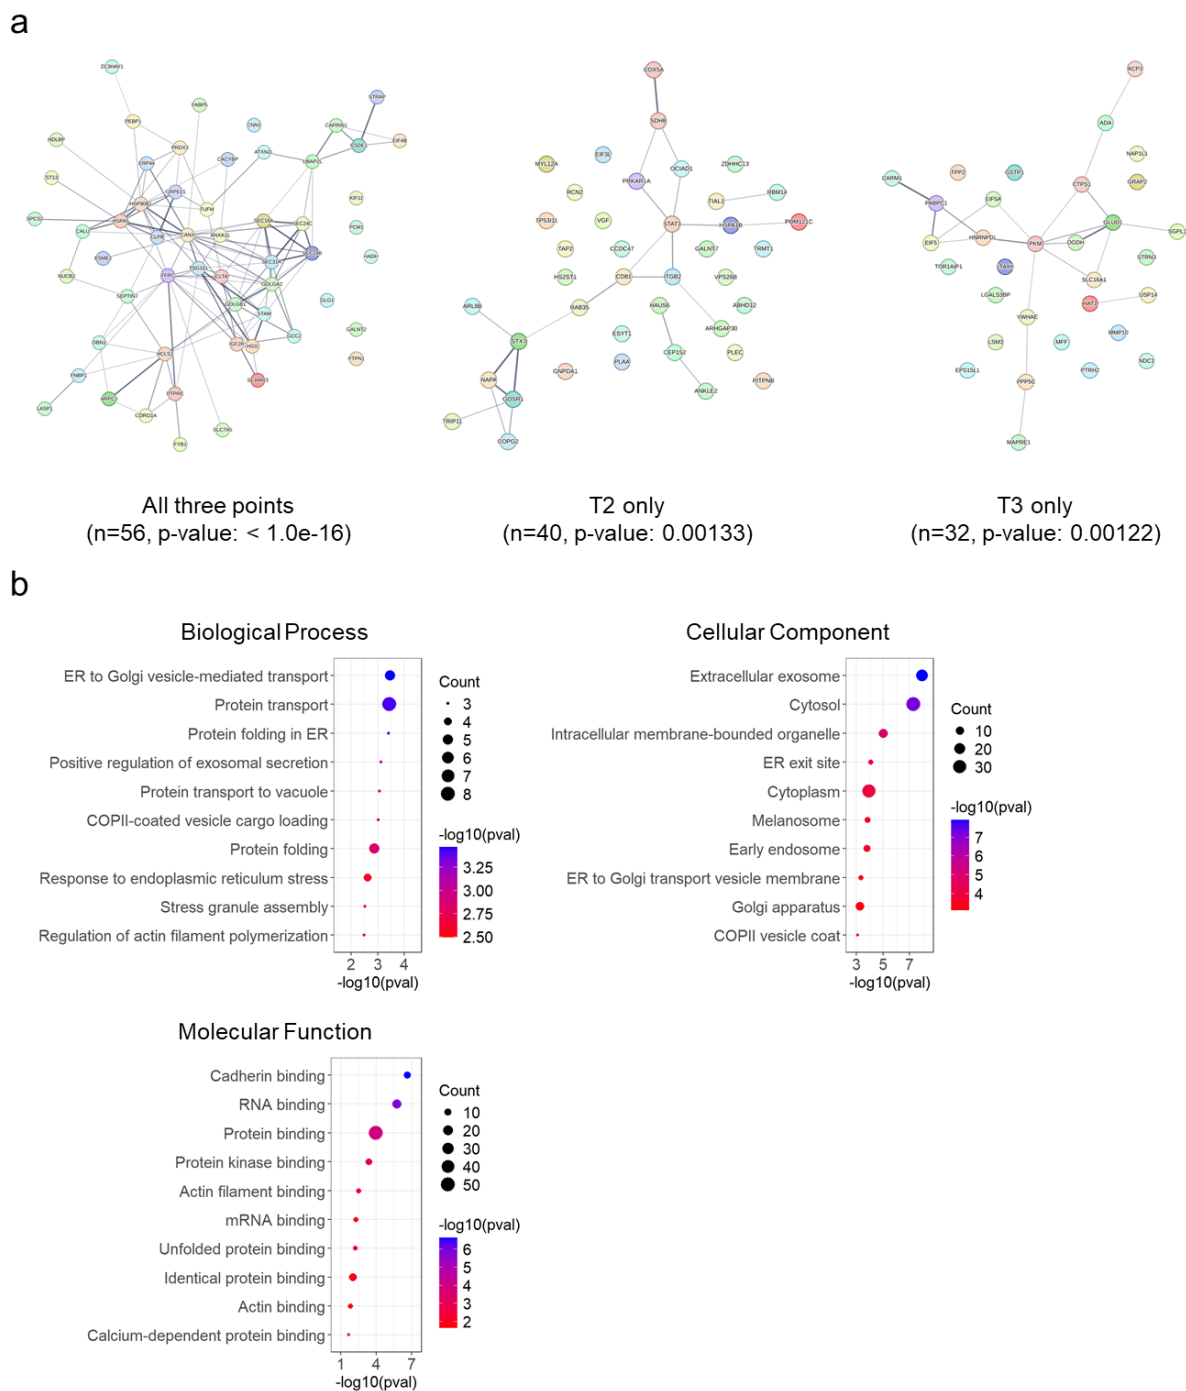

**Supplementary Figure 5.** Enriched protein–protein interactions and biological pathways across time points. (a) STRING network analysis of enriched proteins identified at all three time points (T1, T2, and T3), uniquely at T2, or uniquely at T3. (b) Gene Ontology analysis of 56 proteins consistently enriched at all three time points (T1, T2, and T3).

a

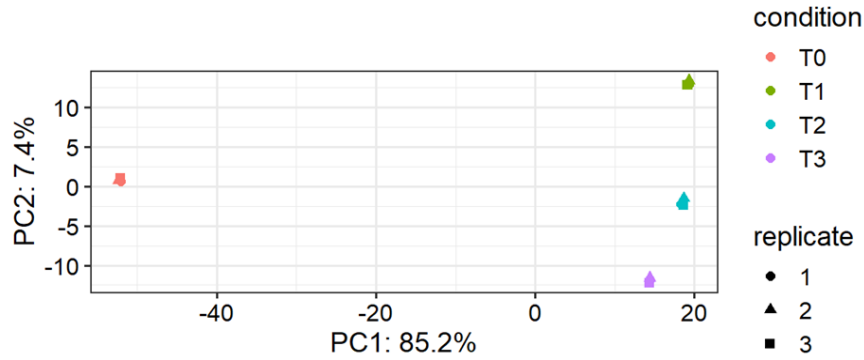

b

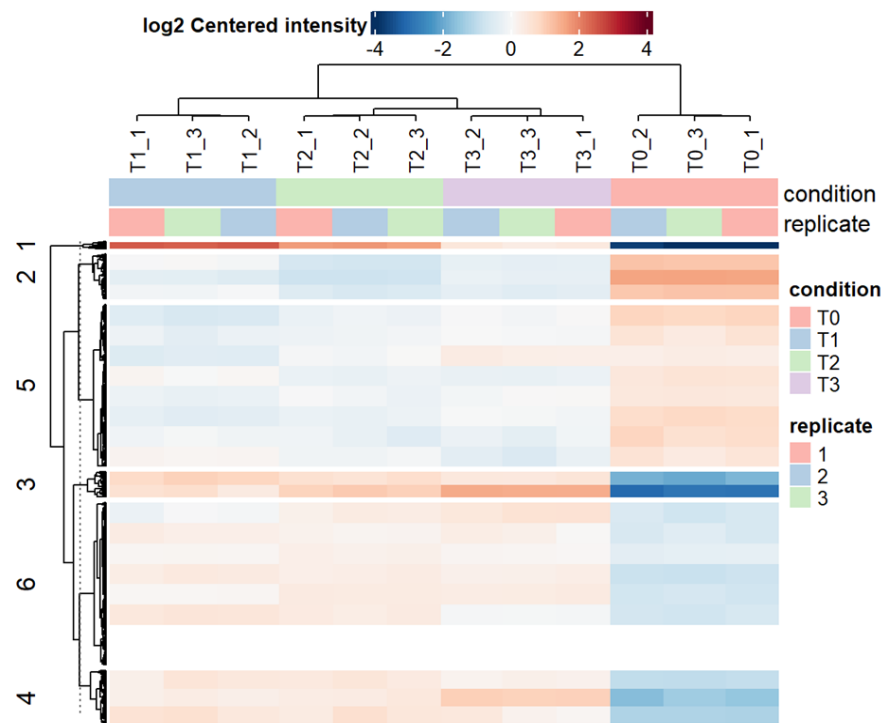

**Supplementary Figure 6.** Correlation of samples across different time points based on RNA sequencing. (a) Principal component analysis (PCA) of 12 samples (triplicates per time point): T0 (control), T1 (4 hours post-stimulation), T2 (6 hours post-stimulation), and T3 (8 hours post-stimulation). (b) Heatmap showing hierarchical clustering of the same samples, highlighting transcriptomic similarity among T0, T1, T2, and T3.

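On log2 CPM of the tested genes, the first principal component held 67.7% of the variance and the second 11.5%. The share on the first component changed with the genes used. It was 86.7% with the 500 genes of largest variance and 48.1% with no filter on low counts. Leaving out any T0 library lowered it to about 60.6%.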

a

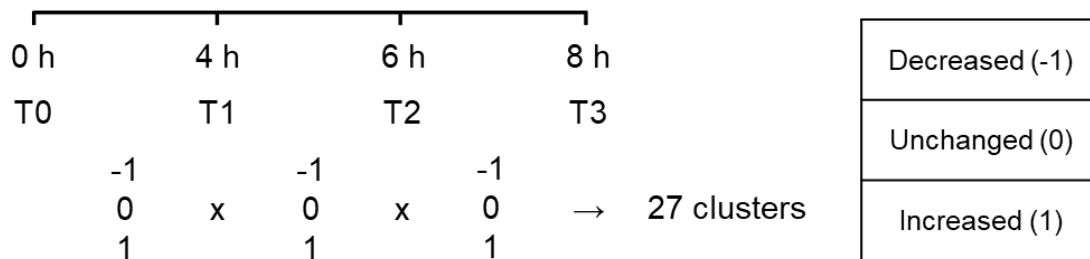

b

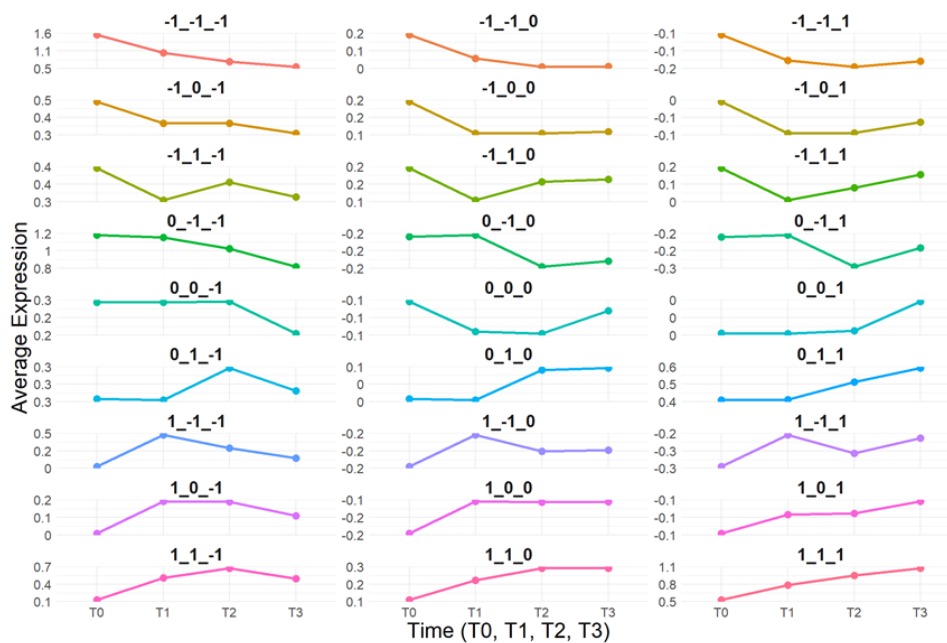

c

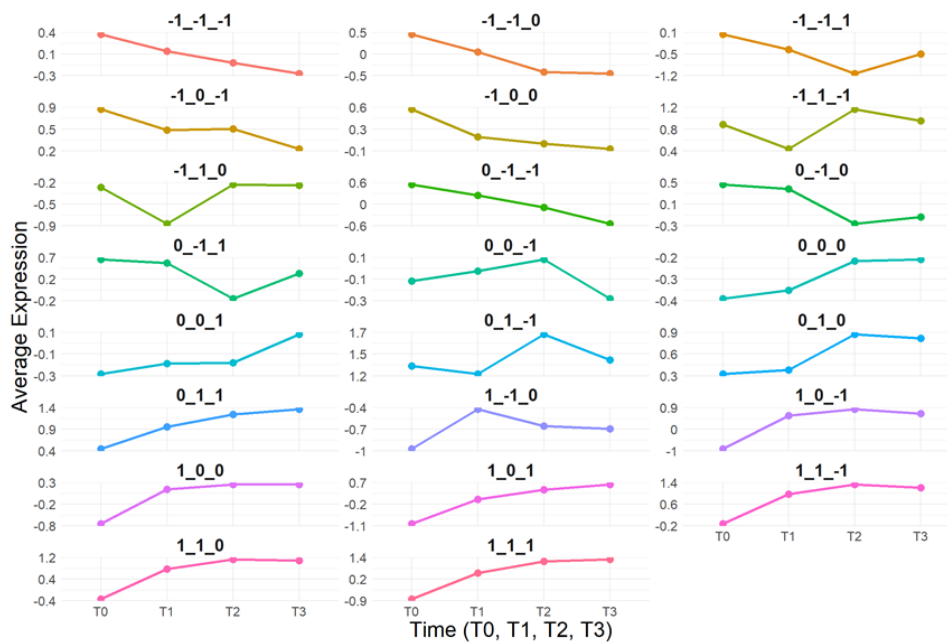

**Supplementary Figure 7.** Generation of gene clusters based on significant changes between time points. (a) A total of 27 distinct clusters were defined by combining three differential expression/enrichment states (decreased, unchanged, and increased) across three consecutive time intervals (T0–T1, T1–T2, and T2–T3). (b) Expression patterns of mRNA across the defined clusters. (c) Enrichment trends of protein-protein interactions corresponding to each cluster.

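By the interval rule, 5408 genes increased and 5645 decreased from T0 to T1, 3718 and 3134 from T1 to T2, and 2610 and 2855 from T2 to T3. With limma on log2(TPM + 1), these were 3781 and 7160, 3288 and 3272, and 3552 and 1913, so which direction held more genes from T2 to T3 changed with the scaling. It also changed with the filter on low counts. From T2 to T3, 2956 genes increased and 2884 decreased with no filter, and 2620 and 2572 with at least 10 counts in every library. The changes between stimulated time points were mostly small. With a log2 fold change above 1 or below -1, 1529 genes increased and 1336 decreased from T0 to T1. From T1 to T2 these were 95 and 362, and from T2 to T3 112 and 150.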

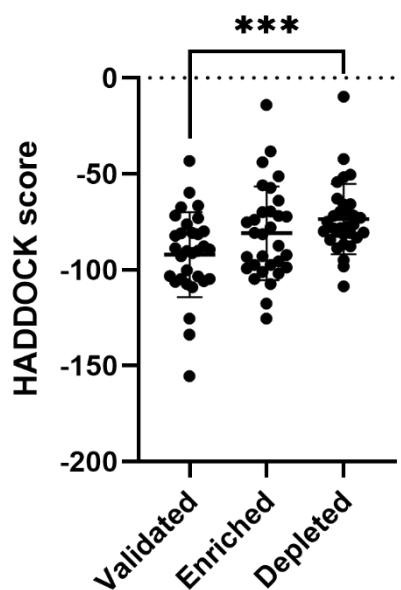

**Supplementary Figure 8.** Comparison of HADDOCK scores across protein groups. The groups consist of functionally validated proteins ( $n = 31$ ), the top 31 enriched proteins ( $n = 31$ ), and the top 31 depleted proteins ( $n = 31$ ) identified from BAR experiments. HADDOCK scores from Cluster 1, corresponding to the largest cluster size, were used for all molecular docking analyses. Statistical comparisons were performed using one-way analysis of variance (ANOVA) followed by Tukey's post hoc test. Statistical significance was defined as  $p < 0.001$  (\*\*\*).

How the deposited data were processed for this re-analysis (not part of the article)

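RNA sequencing of Jurkat cells at T0 (unstimulated) and at 4 h (T1), 6 h (T2) and 8 h (T3) after stimulation was used, with 3 libraries per time point. According to the paper, the authors prepared stranded mRNA libraries, trimmed the reads with TrimGalore and quantified them with Kallisto. The authors deposited, for each of 12 libraries, estimated counts (expected counts that need not be whole) and TPM values per RefSeq transcript. TPM values are the authors' counts divided by effective transcript length and scaled to a fixed total per library, so they keep no depth. The alternatives on TPM used these values without TMM or another normalization between libraries. The paper's text does not name the Kallisto version, the index or the genome build, the test behind the p-values of the comparisons with T0 or their adjustment for multiple tests. For expression over the time course it names maSigPro. It also names a t test or ANOVA for its statistics in general. Whether the quantification used the strand is not stated, so antisense genes are uncertain.

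Transcripts were assigned to genes through NCBI RefSeq's gene table for GRCh38.p14, which was used for gene names only. Of 185367 transcripts, 183374 (98.9%) matched a gene, and those without a gene held between 0.644% and 0.713% of the counts of a library and were left out. Estimated counts were summed per gene and rounded. Library totals ranged from 21927773 to 30688172 estimated counts with a median of 25056591. Counts of near-identical genes depend on how Kallisto divided shared reads.

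Genes were filtered with edgeR's filterByExpr, which kept 18371, and normalized with TMM. The comparisons were T1, T2 and T3 against T0, T1 to T2, T2 to T3 and T3 against T1, tested in 1 fit over all 12 libraries with edgeR's robust quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. Calls used an adjusted p under 0.05 and a log2 fold change above or below 0. Standard errors were taken from the log2 fold change and the F statistic. CPM values are TMM-normalized. maSigPro was not used here, and a 3-degree-of-freedom quasi-likelihood F test over the time points, with an unadjusted p under 0.05 for each interval, took its place. Gene lists for ER folding, ER to Golgi transport, ERAD, glycolysis, microtubules and actin formed a family of 6 tested with limma's camera at a correlation of 0.01, and lists for the heat shock response, ATF4 targets and T cell activation formed a second family of 3. The listed genes UGGT2, KDELR3 and IFNG did not pass the filter. Lists of 24 secretory pathway proteins, 15 RNA-binding proteins, IL2 with its receptors and the genes named for each interval came from the paper. The paper's own lists of interactors and its GO annotation were not used here. Distances and principal components used log2 CPM with a prior count of 2.

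The design, the gene lists, the comparisons and the alternatives were set before the data were examined, except where stated. Genes that could be named were all genes of the lists, and the 5 with the largest and the 5 with the smallest fitted log2 fold change at each time point among genes with an adjusted p under 0.05, a mean of at least 10 CPM at T0 or at that time point, and every library of that time point on the same side of every T0 library, leaving out LOC and LINC genes that do not encode a protein. Which list members are named was chosen after their values were seen, so their stability is given over all genes of this rule and not over the named ones. RAB37, RAB3D, RAB19, STX6 and VTI1B lie outside the rule and were chosen after their values were seen. Alternatives were DESeq2, no filter, at least 10 counts in every library, the replicate number as a block, only the 6 libraries compared, limma on log2(TPM + 1) and log2(TPM + 0.1), transcripts in place of genes, larger log2 fold changes, unadjusted p-values, fry and camera with an estimated correlation, other values for the principal components, and leaving out each library in turn. Genes whose T0 libraries are all at 0 are given a lower bound against 3 counts, and intervals are at 95%.

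The procedure was tested on simulated data with 17933 genes of which 200 were changed. The test recovered 86% of the changed genes at T1 against T0, 86.5% at T2 and 88% at T3, and 8.02%, 4.95% and 7.85% of its calls were unchanged genes, above the nominal 5% at T1 and T3. The ER folding genes were shifted as well and, apart from those among the 200, were left out of these shares. With that shift, camera at the preset correlation called that list and 0 of the other lists. This result is for simulated genes at the preset only. It cannot decide whether the preset suits the correlation between the real genes, on which the calls of the real lists depended. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.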

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

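All tests of explanations in this part, and the count of other groupings, were written down only after the results were seen. Outliers within a time point were not tested, since each has 3 libraries.

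Some genes that the paper does not discuss were at 0 before stimulation and increased after it. CCL4, CSF2, CCL4L2, MUC2, MMP10, CCL20 and CCL3L1, the increased genes of the naming rule, had 0 counts in every T0 library and are singled out as a signal above the level of the controls. The rule ranks fitted log2 fold changes, which over 0 counts are no bound, so these genes are not shown to have increased more than IL2. Their highest mean over T1, T2 and T3 was 826 CPM for CCL4, 414 for CSF2, 352 for MMP10, 260 for CCL4L2, 175 for CCL20, 128 for MUC2 and 101 for CCL3L1. CCL4 was at least 18000-fold higher at T1, 23200-fold at T2 and 12200-fold at T3 than the level 3 counts would give at T0. The lowest such bound of the 7 genes was 632-fold, for MUC2 at T3. Scaling between libraries is argued against by the normalized library sizes, which differed by at most 1.45-fold between any 2 libraries. RNA from monocytes is argued against by 14 listed monocyte markers, which reached at most 10.5 CPM in stimulated libraries (CD68, which was at 3.14 CPM at T0), with a median of 0.134 CPM. The abundant monocyte genes S100A8, S100A9 and LYZ stayed at or below 0.077 CPM. Of the 14 markers, 2 were above 1 CPM at T0 and are therefore expressed in these cells. CCL4 and CCL4L2, and CCL3 and CCL3L1, are near-identical copies whose reads Kallisto divides. The counts of the 4 genes summed rose 31300-fold from T0 to T1, against 3 counts at T0 where 1 was seen, so sharing of reads among them does not explain the increase, but which copy is expressed stays open. A candidate explanation is induction by the stimulation, as a hypothesis found on the same data.

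Some genes moved in opposite directions at T1 and T3. Up at T1 and down at T3 were 163 genes, and down at T1 and up at T3 were 307, each with a difference between T3 and T1 at an adjusted p under 0.05 in edgeR. With DESeq2, which changes both the size factors and the test, 392 of the 470 genes (83.4%) kept both calls. On log2(TPM + 1), 205 (43.6%) kept both. For the others, lying on opposite sides of T0 cannot be told apart from the choice between CPM and TPM scaling. TPM scaling moved the median of all genes from 0.002 to -0.083 at T1 and from -0.013 to -0.070 at T3. A lost call therefore does not test the difference between T3 and T1. A response that reverses with time after stimulation stays open and may explain the genes that kept both calls.

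Among the genes the paper names, ZC3HAV1 and EIF4B showed such opposite effects. ZC3HAV1 was at 181 ± 3.41 CPM at T0, 385 ± 10.2 at T1, 202 ± 3.51 at T2 and 142 ± 1.60 at T3 (SD, n = 3). Its log2 fold change was 1.09 at T1 and -0.35 at T3 against T0, and -1.44 at T3 against T1 (SE 0.039, edgeR adjusted p = 6.22e-26). Over 19 alternatives, other scalings and filters among them, the highest value at T3 was -0.32 and the lowest at T1 was 0.86. The opposite directions thus did not depend on the scalings tried. All of these give levels relative to the library, so they cannot exclude a change in total RNA per cell. A transient increase is a hypothesis that was not tested further. EIF4B had a log2 fold change of -0.10 at T1 (SE 0.042, edgeR adjusted p = 0.035) and 0.20 at T3 against T0, and 0.31 at T3 against T1. Its T1 effect is small, and over 19 alternatives it was called in 9, with values from -0.23 to -0.052 and adjusted p-values from 4.65e-07 to 0.303. Its call at T1 was lost without any 1 of 9 libraries, among them T1 replicate 2 (-0.052, adjusted p = 0.303), so the opposite direction of EIF4B rests on a small effect that single libraries decide.

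The grouping of libraries was compared with other groupings. For T1, T2 and T3 against T0, for T1 to T2 and for T2 to T3, 1 of the 10 splits of the 6 libraries, the real split, gave as many genes, and the largest number in any other split was 0, or 1 for T2 to T3. With 10 splits, the share is never under 0.1. Over the time course, 1 of 100 groupings of the 12 libraries, the real grouping, gave as many genes, with a median of 0 in the others and a largest value of 8899. For the gene lists, splits of 3 against 9 libraries were drawn, 100 in number, and the camera p was as small as the real split's in 5 for ER folding, 26 for ER to Golgi transport, 19 for ERAD, 36 for glycolysis, 61 for microtubule and 24 for actin. Such splits can set 1 stimulated time point against the others. They can also place some T0 libraries in the group of 3, and then carry part of the tested difference. They are thus not free of real differences, and this test cannot decide whether the list results differ from those of random groupings.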

How the results depend on the processing

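The tests with camera on log2(TPM + 1) and those of the 2 lists of the paper under each alternative were chosen only after the results were seen, and the other alternatives were planned.

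The size of change required had the largest effect on the counts of genes. With a log2 fold change above 1 or below -1, upregulated genes numbered 1578 at T1, 1440 at T2 and 1368 at T3, and downregulated genes 1357, 1728 and 1512. At all 3 times there were then 1017 upregulated and 874 downregulated genes, and at any time 1962 and 2235. For the intervals, the same size of change left 1529 genes up and 1336 down from T0 to T1, 95 and 362 from T1 to T2, and 112 and 150 from T2 to T3. These changes follow from the stricter threshold itself.

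At transcript level, with 69946 transcripts tested, 3831 were downregulated at T2, 3575 at T3 and 2224 at all 3 times. From T1 to T2, 2241 transcripts went up and 1700 down, and from T2 to T3 1376 and 1679. The cause was not tested. The other counts of genes stayed within 1.5 times under DESeq2, both filters, the block and both TPM pseudocounts, except for the list counts given here. The same held for the 12 fits that each left out 1 library. Fits of only the 6 libraries compared covered the counts against T0 and both lists of the paper, which also stayed within 1.5 times. Interval and time course counts were not run with those fits. With DESeq2, 3815 of the 3985 genes upregulated at all 3 times and 3682 of the 4100 downregulated were called in the same direction.

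On TPM the balance of directions changed. With limma on log2(TPM + 1), the median of all genes moved to -0.083 at T1, -0.10 at T2 and -0.070 at T3, and with log2(TPM + 0.1) to -0.12, -0.15 and -0.11. The calls were 3883 up and 7221 down at T1, 3933 and 7449 at T2, and 4161 and 6686 at T3, against 5465 and 5653, 5672 and 5785, and 5534 and 5547 with edgeR. For the intervals they were 3781 up and 7160 down from T0 to T1, 3288 and 3272 from T1 to T2, and 3552 and 1913 from T2 to T3, against 5408 and 5645, 3718 and 3134, and 2610 and 2855, so that the larger direction from T2 to T3 changed. With log2(TPM + 0.1) the last interval held 3528 and 1923. Its larger direction also changed with the filter, at 2956 up and 2884 down with no filter, and 2620 and 2572 with at least 10 counts. Of the 3985 genes upregulated at all 3 times with edgeR, 2721 were also called on log2(TPM + 1), and of the 4100 downregulated, 4023 were. Under both pseudocounts, 9 genes of the secretory list were downregulated at T1 and 6 at T2, and of the RNA-binding list 9 were downregulated at T1, 3 upregulated at T2 and 3 upregulated at T3. Under both, the sign of some named genes reversed. HSPA8 was at -0.064 at T1, ZC3HAV1 at -0.017 at T2, EIF4B at -0.010 at T2, PTPN1 at -0.033 and ATXN2L at -0.015 at T3, and HSP90AB1 at 0.018 from T2 to T3. TPM4 at T1 was at -0.102 with a pseudocount of 1 and -0.103 with 0.1. The cause beyond the shift of all genes was not tested.

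For single genes, stability was counted over all 314 tested genes of the lists and the naming rule, at T1, T2 and T3, whether named in the text or not. Of 779 values with an adjusted p under 0.05, 648 (83.2%) kept their direction and stayed past the threshold in each of the 19 alternatives that tested them, and 26 reversed, all on TPM. Without the TPM alternatives, 715 kept both and 0 reversed. Of the values not past the threshold, 123 reversed in some alternative. The genes named were picked after their values were seen, and 185 of their 198 values past the threshold, intervals included, kept both, a share raised by that choice. Of the named genes' values under single alternatives, 11 were weaker, 13 stronger and 18 reversed where no library was left out, and 20 were weaker, 6 stronger and 15 reversed across the fits that each left out 1 library.

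Values near 0 changed sign with small changes in processing. HSP90B1 at T3 against T1 was at -0.0010 and became 0.0020 with DESeq2, 0.020 with no filter and 0.023 on TPM, and ranged from -0.029 to 0.040 across the fits that each left out 1 library. Across those fits, RAB19 at T1 ranged from -0.30 to 0.19, ACTB at T1 from -0.079 to 0.0020, HSPA9 from T2 to T3 from -0.0090 to 0.048, and VCP from T2 to T3 from -0.0020 to 0.065. None of these 5 values was past the threshold in the edgeR test. The cause was not tested.

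The gene lists depended on how correlation between genes was treated. Alternatives were run for the 6 lists of the first family. With an estimated correlation, camera called none of these 6, and the medians of ER folding (0.62), ER to Golgi transport (0.225), ERAD (0.233) and actin (-0.185) lost their calls. Under fry, glycolysis (0.136, adjusted p = 9.22e-06) and microtubule (0.0089) were called in addition. The microtubule median was -0.115 for camera on log2(TPM + 1), and ranged from -0.000336 to 0.0348 across the fits that each left out 1 library, the lowest without T0 replicate 2. The direction of the other 5 lists of this family was the same under the 19 alternatives run for them. The heat shock, ATF4 and T cell activation lists were tested only with camera at both correlations and with fry.

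The first principal component held 48.08% of the variance with no filter, 86.68% with the 500 genes of largest variance and 76.66% with DESeq2's variance stabilizing transformation, and from 60.55% to 69.17% across the fits that each left out 1 library, lowest without a T0 library. The ratio of the T2 to T3 distance over the T1 to T2 distance was 0.944 with no filter, 0.847 with at least 10 counts in every library, 0.844 with the variance stabilizing transformation, and from 0.899 to 0.932 across the fits that each left out 1 library, so T2 stayed nearer to T3 in each. The cause was not tested.

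The replicate numbers do not pair the libraries. Deviations of same-numbered libraries from their group means correlated with r from -0.247 to 0.306 over 18 pairs, and 6 were over 0.1. With the replicate number as a block, 3945 genes were upregulated and 4039 downregulated at all 3 times, and no list changed its call. Of the named genes, EIF4B at T1 was past the threshold without the block and not with it (-0.10, adjusted p = 0.0512), and no other call changed.

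With 3 libraries per time point, small changes between stimulated time points are limited by the spread between replicates, and genes with few counts, such as IL2 at T0, are limited by counting error.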

Differences from the paper's values

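The alternatives compared here were set before the data were examined, except where stated. Values read from figures are approximate.

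Counts of changed genes differ from the paper's. The paper's 858 genes upregulated at all time points compare with 3985 here, its 764 downregulated with 4100, and, at any time, its 1669 upregulated with 7168 and its 1577 downregulated with 7345. At single time points, upregulated genes numbered about 1200 at T1, about 1300 at T2 and about 1200 at T3 in Fig. 6a, read by eye, against 5465, 5672 and 5534, and downregulated genes about 1100, about 1200 and about 1200 in Fig. 6a, against 5653, 5785 and 5547. For each of these 10 counts, 1 of 22 alternatives came within 1.5 times the paper's value. That alternative was a log2 fold change above 1 or below -1, where the counts at all times were 1017 and 874 and at any time 1962 and 2235. The other 21 did not. The paper prints a log2 fold change above 0 for both directions.

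From T1 to T2, mRNA of about 1500 genes increased in Fig. 7, read by eye, against 3718 here. At transcript level the number was 2241, within 1.5 times, and the other 20 alternatives did not close the gap. From T2 to T3 the reverse was found, since 2610 genes lie near the paper's number of about 2600 in Fig. 7, read by eye, and the 1376 at transcript level do not, so transcript level does not bring both intervals within 1.5 times. The second principal component held about 7.4% in Fig. S6, read by eye, against 11.5% here, and no alternative was computed for it.

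For single genes, the paper lists VCP among genes with increased mRNA at T3, where the change from T2 to T3 was 0.034 with an edgeR adjusted p of 0.659. With limma, VCP was called on log2(TPM + 1), with 0.082 and an adjusted p of 0.0384, and on log2(TPM + 0.1), with an adjusted p of 0.0394, while over 18 alternatives the adjusted p reached 0.984. The paper lists HSP90AB1 among genes with increased mRNA at T2, where the change from T1 was 0.067 with an edgeR adjusted p of 0.312, and it was called only without T1 replicate 1, at 0.127 with an adjusted p of 0.0187, against up to 0.641 in the other alternatives. For the other 7 genes of that list the direction was the same as in the paper.

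The paper names microtubule processes among downregulated genes whose proteins interact with IL-2. The microtubule list here, which was not restricted to interactors, was not called by camera (adjusted p = 0.413) and held genes that went both ways, with a median log2 fold change of 0.0089 in stimulated libraries and of -0.12 at T1, where 17 genes were downregulated and 13 upregulated. Camera gave its direction as down, fry called the list (adjusted p = 0.00144, with a highest value of 0.774 over 19 alternatives), and camera on log2(TPM + 1), chosen after the values were seen, gave a median of -0.115 without a call (adjusted p = 0.143).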

Other observations

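All tests of explanations in this part were written down only after the results were seen, and the genes of the paper's discussion were chosen after their values were seen.

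The paper cites earlier studies for an interaction of Rab3d, Rab19, Rab37, Syn6 and Vti1b with IL-2, and the genes RAB37, RAB3D, RAB19, VTI1B and STX6 (taken here for Syn6) changed in different directions. RAB37 fell from 33.4 ± 1.12 CPM at T0 to 4.37 ± 0.627 at T1, 1.84 ± 0.399 at T2 and 1.84 ± 0.329 at T3 (SD, n = 3), a log2 fold change of -4.17 at T3 (SE 0.115, edgeR adjusted p = 1.50e-26). RAB3D was at -2.35, -2.08 and -1.61 at T1, T2 and T3, VTI1B at -0.34, -0.19 and -0.29, and STX6 at 0.20, 0.52 and 0.45, where the T1 value of STX6 was not past the threshold on TPM. RAB19 was near 1 CPM, at 0.970 ± 0.151 at T0, and its change at T1 was not detectable at this depth (-0.089, edgeR adjusted p = 0.8), and was above 0 without T0 replicate 1 (0.0090) or T1 replicate 2 (0.19). At T2 (0.33) and T3 (0.50) RAB19 was not past the threshold either. RAB37 overlaps CD300LF, but CD300LF had a mean of 0 CPM at T0, so reads of that gene do not explain the decrease. Over 19 alternatives the RAB37 value nearest to 0 at T3 was -3.58, which argues against scaling between libraries. A lower transcript level after stimulation may thus be a biological change, as a hypothesis.

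RNA of ACTB fell by T3. ACTG1, a close copy, was higher than T0 at T1 (0.20) and lower at T2 (-0.41) and T3 (-0.94). The log2 ratio of their summed CPM at T3 and T0 was -1.03, so reads moved between the copies do not explain the decrease, and the ACTB value nearest to 0 was -1.03 over the refits with other scalings, filters and designs and -1.01 over all 19 alternatives, without T3 replicate 1. GAPDH rose, by 0.28, 0.40 and 0.49 at T1, T2 and T3.

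Genes of the response to ER stress followed different courses. HSPA5 fell from 3906 CPM at T1 to 1115 at T3, a log2 fold change of -1.81 (SE 0.048, edgeR adjusted p = 4.32e-26), whereas HSP90B1 at T3 was level with T1 (-0.0010, edgeR adjusted p = 0.99, with a sign that varies across alternatives). Over 18 alternatives the HSPA5 value ranged from -1.84 to -1.75. HERPUD1 (-1.66), DDIT3 (-1.18), DNAJB9 (-0.98) and SDF2L1 (-0.76) also fell from T1 to T3, while ASNS (0.97) and TRIB3 (0.66) rose. DDIT3 and ASNS mark the lowest and the highest value of the list of 10 ATF4 targets at T3 against T1, where 6 were upregulated and 3 downregulated. The different courses therefore do not separate this list from other genes of the response. Whether branches of the response end at different times was not tested.

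The second family of lists gave these results. ATF4 targets (10 genes) had a median log2 fold change of 1.34 in stimulated libraries against T0 (camera adjusted p = 0.000129, 0.0218 with an estimated correlation), T cell activation markers (23 genes) 5.14 (3.07e-17 and 0.0028), and heat shock genes (17) -0.12 (0.22 and 0.709). Both calls held under fry, which also called the heat shock list (adjusted p = 0.0123). Of the activation markers, 1 had 0 counts in every T0 library (CCL4), and the median was 5.14 also with that gene at its bound against 3 counts. Of the ATF4 targets, 8 were upregulated and 2 downregulated at T1, 8 and 1 at T2, and 10 and 0 at T3. Of the heat shock genes, 3 were upregulated and 10 downregulated at T1, 4 and 6 at T2, and 5 and 7 at T3. Adjusted over the list alone, the numbers of both lists were the same. The glycolysis list (15 genes) had a median of 0.14 (camera adjusted p = 0.22), with 6 genes upregulated and 6 downregulated at T1, 8 and 6 at T2, and 8 and 5 at T3, the same adjusted over the list alone. PKM was at 1.44, 1.65 and 1.72 at T1, T2 and T3.

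Length minus effective length, which follows the fragment length, was larger in T0 libraries than in most stimulated libraries. It ranged from 176.5 to 177.8 at T0, from 168.3 to 169.9 at T1, from 165.8 to 178.6 at T2 and from 169.5 to 171.2 at T3. T2 replicate 3, at 178.6, was the stimulated library with T0-like fragments, and its deviation from the other T2 libraries had a Spearman rho of -0.061 across genes with the T0 minus T1 difference. It is 1 library, so an effect of fragment length on the comparison with T0 cannot be told apart from the stimulation. Gene length explains little of the changes, with a largest Spearman rho of 0.055 across 18371 genes at T1. Genes are not independent replicates.

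The decreased genes of the naming rule, by fitted log2 fold change, were RAG1, MYO7B-AS1, RAG2, LAIR1, KCTD11, ADGRG1 and FAM30A. RAG1 fell from 96.1 ± 1.93 CPM at T0 to 1.31 ± 0.201 at T1 and 0.847 ± 0.139 at T3 (SD, n = 3). MYO7B-AS1 is antisense and uncertain, since use of the strand is not stated. CD40LG, an activation marker, was up at T1 (0.73) and down at T3 (-0.91), also in each of 19 alternatives. At T2 it was down (-0.22, edgeR adjusted p = 0.00444), a call lost without T0 replicate 3 (-0.17) or T2 replicate 1 (-0.15).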
